# Efferocytosis-induced metabolic shift in bone macrophages drives lactate production and modulates inflammation and osteoclastogenesis

**DOI:** 10.3389/fimmu.2025.1650465

**Published:** 2025-11-28

**Authors:** Rahasudha Kannan, Nicholas J. Carruthers, Amy J. Koh, Gabriel G. Kleer, Kotoba Nakamura, Stephen C. J. Parker, Laurie K. McCauley, Hernan Roca

**Keywords:** macrophage, efferocytosis, osteoimmunology, inflammation, energy metabolism, glycolysis, lactate

## Abstract

During the critical process of homeostatic efferocytosis, macrophages clear apoptotic cells and subsequently transition to reparative functions that promote the resolution of inflammation and support tissue repair. Their inherent plasticity enables rapid changes in macrophage activity suited to specific microenvironments. However, the heterogeneity in their cell states also presents challenges in characterizing subsets of macrophages and analyzing their specific contributions post-efferocytosis. In this study, single-cell RNA sequencing data from bone-marrow derived macrophages engulfing apoptotic osteoblasts (OB) was used to characterize macrophage subpopulations enriched during efferocytosis. Clustering analysis revealed two subpopulations (c3 and c9) that were unique to efferocytic macrophages. These distinct subpopulations displayed a transcriptional profile characterized by enhanced glycolytic energy metabolism, along with an anti-inflammatory gene signature. Notably, HIF-1 signaling, glycolysis/gluconeogenesis, and carbon metabolism were among the top five most significantly enriched pathways in c3 and c9 macrophages. qRT-PCR analysis revealed that macrophages engulfing apoptotic OBs exhibited increased expression of key glycolytic enzymes and solute carriers, including *Slc2a1, Pdk1, Ldha*, and *Slc16a3*. Metabolomics analysis revealed a significant increase in intracellular lactate, phosphoenolpyruvic acid, glycerol-3-phosphate, 2-/3-glycerophosphate, and fructose-6-phosphate, indicative of enhanced glycolysis. In addition, efferocytic macrophages showed increased extracellular lactate production compared to control macrophages, as confirmed by lactate ELISA. The effects of lactate (0-20mM) on osteoblast mineralization, osteoclast differentiation and function, and macrophage-derived inflammatory factors were evaluated through various *in vitro* experiments. While no effect was seen in osteoblast mineralization, high lactate concentrations significantly reduced the number of multinucleated osteoclasts and their resorptive activity. Interestingly, extracellular lactate also significantly upregulated M2-like macrophage markers (*Arg1, Il1rn, Klf4*). These results support the concept that macrophage efferocytosis of apoptotic osteoblasts alters macrophage energy metabolism, which in turn plays a distinct and pivotal role in modulating the bone microenvironment.

## Introduction

Efferocytosis is typically carried out by professional phagocytes such as macrophages and is specific to the engulfment of apoptotic cells. This process is crucial for development, homeostasis, repair, and regeneration (1–3). A well-known feature of homeostatic efferocytosis is its “immunological silence,” or ability to clear dead/dying cells with extreme efficiency without inducing an inflammatory response (1, 4). Though efferocytic macrophages have been shown to secrete anti-inflammatory factors (5, 6), their inherent heterogeneity and plasticity also emphasize the importance of studying cargo-specific and tissue-specific responses of efferocytic macrophages. With the majority of osteoblasts (50-70%) estimated to undergo apoptosis (7), macrophage clearance of apoptotic osteoblasts is essential for bone homeostasis (8–11) and repair (12–14). Using an inducible apoptosis model targeting osteocalcin (OCN^+^) osteoblasts, we demonstrated that induction of osteoblast apoptosis led to enhanced macrophage efferocytosis and increased trabecular bone in the vertebrae (15). While the importance of efferocytosis has been established, the specific contributions of efferocytic macrophages beyond inflammation resolution remain understudied in bone.

The engulfment of apoptotic cells is an energy intensive process, and thus, shifts in energy metabolism during efferocytosis are to be expected. Glycolysis, typically activated during periods of rapid energy demand, is most often associated with “M1-like” pro-inflammatory macrophages, whereas oxidative phosphorylation is more commonly linked to “M2-like” pro-resolving macrophages (16–19). However, emerging literature is now challenging the notion that these energy generation processes are directly or exclusively tied to macrophage inflammatory states (20). For instance, lactate, a well-known byproduct of glycolysis, has recently been shown to promote the proliferation of pro-resolving macrophages and reprogram them towards pro-reparative functions (21, 22). These mechanisms by which energy metabolism reprograms macrophages towards pro-inflammatory or pro-resolving activity remains to be elucidated.

In this study, we used single-cell RNA sequencing to identify unique subsets of efferocytic macrophages engulfing apoptotic osteoblasts and to characterize changes in their transcriptional profiles. The pronounced shift toward glycolytic energy metabolism with a simultaneous shift to an anti-inflammatory profile in these unique macrophage subsets prompted further investigation into energy metabolism in efferocytic macrophages and the effects of glycolytic metabolites on bone. Our findings suggest that the metabolic shift during efferocytosis influences not only macrophage energy generation, but also contributes to bone remodeling and pro-reparative activity.

## Materials and methods

### Animals and cell culture

All animals were maintained in accordance with institutional animal care and use guidelines, and experimental protocols were approved by the Institutional Animal Care and Use Committee of the University of Michigan. C57BL/6J (The Jackson Laboratory, Bar Harbor, ME) mice were bred in house and used for *in vitro* experiments.

Primary bone marrow cells were flushed from 4- to 6-week-old C57BL/6J mice and cultured *in vitro*. Bone marrow-derived macrophages (MΦs) were differentiated with complete α-MEM medium (10% FetalClone Serum 1 (FCS1; Cytiva Hyclone via Thermo Fisher, Waltham, MA, USA), 1x Anti-Anti (Thermo Fisher) supplemented with murine M-CSF (30 ng/mL, BioLegend, San Diego, CA, USA; 576406) for 4–6 days. Bone marrow stromal cells (BMSCs) were differentiated with α-MEM medium (20% FCSI, 1% Pen/Strep) supplemented with dexamethasone (10 nM, Sigma-Aldrich, St. Louis, MO, USA; D8893) for 6 days and used between passage 1-2.

Primary neonatal calvarial osteoblasts (OB) were collected from C57BL/6 mouse pups (< 2 weeks old). Calvaria were isolated and washed three times in 1x PBS, then plain α-MEM, followed by 3 incubations in digestion media (α-MEM, 2 mg/mL collagenase A (Roche, Pleasanton, CA, USA) or collagenase Type 2 (Worthington Biochemical, Lakewood, NJ, USA), 1x trypsin) in a 37 °C shaker (200–240 rpm) for 10 min, 10 min, and 60–90 min, with digestion media replaced between each incubation. Calvaria and the digestion media from the final digest were filtered through a 40 µm cell strainer, centrifuged (4 min, 500xg), and washed 1x in complete α-MEM before plating. Cells were expanded and used at passage 1.

### Single cell RNA sequencing experiment and analysis

Primary calvarial osteoblasts were collected (as described above) from OSXCre-iCasp9 (OSXCre^+/–^iCapase9^flox/flox^) mice, in which approximately 20% of the cell population are OSX^+^ (GFP^+^) (**Figure 1A**). Briefly, these mice express Cre recombinase under the control of the Osterix (OSX) promoter, allowing for recombination of a floxed inducible caspase-9 (iCasp9) cassette. Upon treatment with the dimerizer AP20187 (AP), OSX^+^ cells undergo apoptosis, either *in vitro* or *in vivo* (15, 23). Collected cells were cultured, then stained with CellTracer CFSE (CT^+^; ThermoFisher) prior to use. Macrophages were then co-cultured with the CT^+^ osteoblasts and treated with AP overnight. Control macrophages were cultured alone and treated with vehicle overnight. All samples were then stained with F4/80-APC (ThermoFisher) and flow cytometric sorting was performed. F4/80^+^(APC)/CT^+^ (efferocytic) macrophages and control F4/80-APC^+^ (non-engulfing) macrophages were sorted, and each cell population was subsequently processed for single-cell RNA sequencing (**Figure 1A**). Briefly, cells were combined with an RT-mix and up to eight samples loaded in wells of a Chromium chip. Partitioning oil and beads (each containing a polydT sequence, a 10x barcode sequence, and a unique molecular identifier sequence for each barcode), were also loaded on the chip. The 10x Chromium machine captures a single barcoded bead in an oil droplet, along with zero, one, or two cells according to a Poisson distribution, such that 60% of the loaded cells are captured. Following capture in the oil droplet, the mRNA was reverse transcribed into cDNA, and a portion was then amplified by PCR and fragmented. Adaptors were ligated and the product amplified again, using one of 96 indexing primer sets. Invitrogen Dynabeads and Beckman Coulter SPRI select beads were used to purify the product and ensure the final size range of the library to be sequenced was 200-800bp.

**Figure 1:**
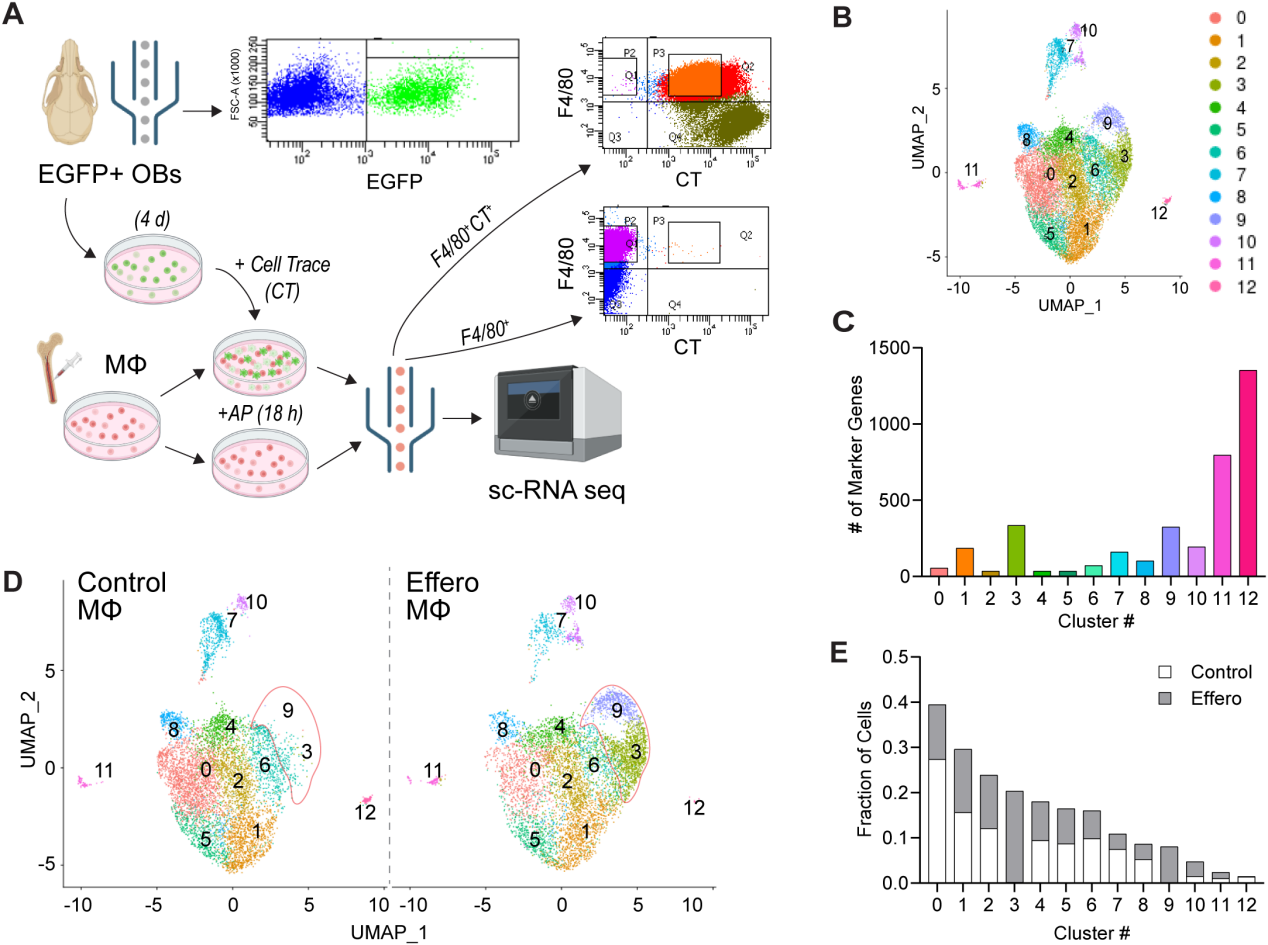
Single-cell RNA-sequencing analysis of macrophages (MΦ) engulfing apoptotic osteoblasts. **(A)** Schematic of *in vitro* efferocytosis experiment and flow cytometry gating strategy used to obtain F4/80^+^ MΦ alone (control) or F4/80^+^ MΦ engulfing Cell Trace (CT)^+^ apoptotic osteoblasts (efferocytic) samples after 18 h of co-culture for single-cell RNA-sequencing. **(B)** k-means clustering analysis of control and efferocytic MΦ, pooled together, visualized in a UMAP revealing 12 distinct clusters. **(C)** Number of marker genes identified for each cluster from analysis of pooled samples. **(D)** k-means clustering analysis, UMAPs separated by sample. Single-cell RNA sequencing analysis discriminated efferocytic MΦ from control MΦ, and identified two unique efferocytic MΦ clusters, c3 & c9, marked in red outline. **(E)** Fraction of the number of control or efferocytic MΦ in each cluster divided by total respective sample (e.g. fraction of control MΦ in c1 = # of control MΦ in c1 divided by total # of control MΦ).

### Bioinformatics analysis

RNA-seq reads were aligned with STARsolo (v2.7.10) (24) and background subtraction and cell detection were done using cellbender (v0.3.0) (25). Droplets were accepted if they had < 6% mitochondrial content and > 600 UMI and a 99% probability of being non-empty according to cellbender. Doublets were identified with DoubletFinder (v2.0.3) (26) using a classification neighborhood coefficient (pK) of 0.17. Cells flagged as doublets by DoubletFinder were removed. After filtering for good quality cells, 7301 remained for Sample 1 (control macrophages) and 6964 for Sample 2 (efferocytic macrophages). Data from the two samples were integrated and submitted together to clustering, dimension reduction analyses and marker gene identification using Seurat (v4.0.6) (27). The “FindMarkers” function using the Wilcoxon Rank Sum Test was used for cluster marker identification. Genes had to be expressed in at least 10% of cells in a cluster to be submitted for testing and have an adjusted p-value less than 0.05 and absolute linear fold change greater than 1.5 for cells in a cluster relative to all other cells to be considered a marker. Markers were submitted to iPathway Guide for functional enrichment testing. Pathway enrichment was evaluated using Impact Analysis (28) and Gene Ontology category enrichment was evaluated using a hypergeometric test.

To identify a progression of cell states on the UMAP throughout the clustering, pseudotime analysis was performed using Monocle3 (29). The graph node that was the closest node to most cells in cluster 0 was chosen as the starting node for the pseudotime analysis. Next, a single trajectory branch that spanned cluster 0 to cluster 9 was selected for further analysis. All cells whose nearest nodes were in that branch were selected. Genes in those cells were tested for a significant relationship to cell pseudotime using Moran’s I test. To reduce noise due to dropout in individual cells, cells were pooled according to their closest node in the trajectory and median expression and pseudotime values were used. The top 1000 genes whose expression shows the strongest association (lowest p-value) with pseudotime were normalized to be between 0 and 1, grouped into 5 clusters (referred to as gene profiles later in the manuscript) using k-means clustering and submitted to iPathway guide for functional enrichment analysis.

### Efferocytosis assay

Macrophages (MΦ) were plated at 1x10^6^ cells/well in 6-well plates for qRT-PCR, metabolomics, and ELISA the day before experiment. OB (cultured to confluency) were rinsed with 1x PBS and exposed to UV light (Fisher, Transilluminator F8TIV-816) in 1x PBS for 30 min to induce apoptosis. Apoptotic OB cells (AC) were then incubated in growth media for 1 h at 37 °C, harvested using a cell scraper, filtered through a 40 µm cell strainer, and counted via trypan blue exclusion (to confirm cell death). For FACS experiments, AC were stained with Cell Tracker CFSE. AC were added to MΦ cultures at a 2:1 AC to MΦ ratio for 18 h in low-serum media (1% FCS1, 1x Anti-Anti (Antibiotic-Antimycotic), 30 ng/mL murine M-CSF). Samples were then prepared for qRT-PCR, metabolomics, or extracellular lactate assays.

### qRT-PCR

Total RNA was isolated from macrophages using Qiagen (Germantown, MD, USA) RNeasy Mini Kit. Reverse transcription was conducted using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher, 4368814), and cDNA products were amplified and detected using TaqMan Gene Expression Master Mix (Thermo Fisher, 4369016) and TaqMan probes listed in **Table 1**. Quantitative Real time PCR was analyzed on QuantStudio 3 (Applied Biosystems via Thermo Fisher).

**Table 1:** List of TaqMan probes used for qRT-PCR analysis.

Gene	TaqMan Probe ID
*Slc2a1*	Mm01275814_m1
*Hk2*	Mm00443385_m1
*Pdk1*	Mm00554300_m1
*Ldha*	Mm01612132_m1
*Slc16a3*	Mm00446102_m1
*Il1b*	Mm00434228_m1
*Tnf*	Mm00446003_m1
*Arg1*	Mm00469812_m1
*Il1rn*	Mm00446186_m1
*Klf4*	Mm00516014_m1
*Mrc1*	Mm01329359_m1
*Il10*	Mm01288386_m1
*Atf4*	Mm00515325_g1
*Jun*	Mm07296811_s1
*Nos2*	Mm00440502_m1

### Metabolomics analysis

Macrophages were prepared per instructions from University of Michigan Metabolomics Core. In brief, cells were quickly washed with 150 mM ammonium acetate (Sigma-Aldrich, A7330), quenched with liquid nitrogen, placed on dry ice, and submitted to the Metabolomics Core for Glycolyis-TCA metabolite analysis. All analytes and Internal Standards were measured on an accurate QTOF mass spectrometer.

### Extracellular lactate quantification

Extracellular lactate in conditioned media was quantified using the Sigma-Aldrich^®^ Lactate Assay Kit (Sigma-Aldrich, MAK064). Macrophage conditioned media was collected from MΦ alone, AC alone, and MΦ+AC 18 h co-culture.

### Mineralization assay

Primary calvarial osteoblasts (OBs) and primary bone marrow stromal cells (BMSCs) were plated in 12-well plates at 300k and 800k cells/well, respectively. Cells were switched from their respective growth media to osteogenic media (10% FCSI, 1x Anti-Anti, 10 mM β-glycerophosphate (Sigma), and 50 µg/ml ascorbic acid (ThermoFisher)) with lactate (0, 10, or 20 mM; Sigma, 71718). Osteogenic media with lactate was replaced every 2–3 days for 2 weeks (BMSCs) or 3 weeks (OBs). Mineralization was visualized via von Kossa staining. Brightfield images were taken on the Leica THUNDER imaging system (Leica Microsystem, ZQQ, DE) and quantified using ImageJ (30).

### Osteoclast differentiation and functional assays

Macrophages were plated at 100,000 cells/well in 96-well plates and incubated in osteoclast differentiation media (10% FCSI, 1x Anti-Anti, 30 ng/mL murine MCSF, 100 ng/mL RANKL (Peprotech via ThermoFisher; 315-11) with lactate (0, 2.5, 5, or 10 mM). Osteoclast differentiation media was replaced every 2 days for 5–7 days, until multi-nucleated osteoclast formation was observed. Osteoclasts were visualized via TRAP staining (Leukocyte Acid Phosphatase (TRAP) Kit, Sigma, 387A). Brightfield images were taken on the Leica THUNDER imaging system and multi-nucleated (≥ 3 nuclei) cells were enumerated via ImageJ. To determine lactate effects on osteoclast function, 96-well plates were calcium coated following a Simple Pit Assay Protocol to visualize and quantify osteoclastic resorption *in vitro* (31). Macrophages were plated on the calcium coated plate at 100,000/well with osteoclast differentiation media plus lactate (0 or 10 mM). Media was replaced every 2–3 days for 9 days. Cells were fixed with 4% paraformaldehyde and imaged on the Leica THUNDER imaging system. Percent of resorption area was determined using ImageJ.

### Macrophage co-culture with lactate

Macrophages were plated at 1x10^6^ cells/mL (2 mL total volume) into 6-well tissue culture plates, and allowed to adhere for 2–3 h. For treatment, MΦs were switched to low serum media (1% FCSI, 1x Anti-Anti, no MCSF) and treated with 20 mM lactate in culture media. After 16 hours of incubation, RNA was harvested for subsequent qPCR analysis.

### Statistics

Statistical analyses were performed using GraphPad Prism 10 (GraphPad Software, version 10.2.3, San Diego, CA, USA) or using Advaita Software analysis with Bonferroni correction as specified in figure legends; p < 0.05 considered significant.

## Results

### Macrophage subsets unique to efferocytosis identified via single-cell RNA sequencing

Efferocytosis is known to modulate macrophage activity, typically promoting an anti-inflammatory and pro-reparative phenotype. Identifying the changes in macrophage profiles and the underlying mechanisms driving the reprogramming is essential to understanding the specific contributions of efferocytosis to homeostasis and tissue repair. 

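RNA was counted per gene and per cell in 2 libraries, 1 of control macrophages and 1 of macrophages sorted for Cell-Trace after 18 hours with apoptotic osteoblasts. Each count is a number of unique molecular identifiers (UMIs), which tag single captured RNA molecules so that copies made by PCR are not counted again. The authors' count matrices hold 8525 barcodes for the control library and 8314 for the efferocytic library, with background RNA already subtracted. Requiring under 6% mitochondrial UMIs and over 600 UMIs per cell left 8062 and 7815 barcodes. Removing the barcodes most similar to artificial doublets, down to the cell numbers that the methods state, left 7301 control and 6964 efferocytic cells. The kept control cells had a median of 7862 UMIs and 2526 genes, and the efferocytic cells 9090.5 UMIs and 2570.5 genes. Gene levels are given as CPM, the UMIs of a gene relative to all UMIs of a group of cells, scaled to the same total. A group with fewer than 3 UMIs of a gene was set to 3 for a ratio. Of 7328 genes detected in at least 10% of cells of either library, 909 were at least 1.5-fold higher in the efferocytic library and 1316 were at least 1.5-fold lower. The median log2 ratio of all these genes was -0.13, and it was 0.03 with TMM-type scaling, which trims the most extreme genes. That scaling moved the share of higher genes among those past the criterion from 40.9% to 58.6%. Each condition has 1 library, so the 1.5-fold criterion is a rule of size and no test between conditions was possible. The 95% intervals given in brackets with folds and shares cover counting error only, not the spread between cultures.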

To characterize changes in macrophage subsets as a function of efferocytosis, single-cell RNA sequencing (scRNA-seq) was performed using the 10X Genomics platform on flow-sorted control macrophages (F4/80-APC^+^) and efferocytic macrophages engulfing Cell-Trace-stained apoptotic osteoblasts (F4/80-APC^+^CT^+^) (**Figure 1A**). Sequencing data for both samples were integrated prior to applying unsupervised nearest neighbor clustering analysis. Visualization using UMAP revealed 12 macrophage clusters (**Figure 1B**). 

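The clusters separated macrophages in different states from a small group of stromal cells. Cluster 2 was led by H2-Aa, H2-Eb1 and Cd74, which present antigen on MHC class II, and by Ccr2, a chemokine receptor of monocytes. Cluster 4 was led by Aspm and Nusap1, which act at the mitotic spindle, and cluster 8 by Ifit2 and Cxcl10, which interferon induces. Cluster 11 was led by Col1a1 and Col1a2, the chains of type I collagen, and was therefore named stromal. Clusters 5, 9 and 10 held cells with few UMIs, with medians of 2486 in control and 2895.5 in efferocytic cells of cluster 5, and were left unnamed. Cells of both libraries were integrated and clustered in Seurat, and the clustering gave 12 clusters. The genes of 26 fixed lists and the genes that the paper names, 546 of 21957, were left out of its variable genes, so that they did not themselves define the clusters. Genes that rise and fall together with them stayed in, so their levels are not independent of the clustering. Clustering on all variable genes gave 13 clusters. The cluster numbers are not matched to those in Figure 1B.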

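The number of genes at least 1.5-fold from all other cells of both libraries was highest in the clusters with few UMIs per cell and in the stromal cells. It was 6158 in cluster 9, 5617 in cluster 10, 5223 in the stromal cluster 11 and 5113 in cluster 5. Clusters 9, 10 and 11 were also the smallest, with 204, 125 and 69 control cells and 191, 81 and 100 efferocytic cells. Among macrophage clusters, cluster 7, which consisted almost only of efferocytic cells, had 3305 such genes and cluster 3 had 3299. Cluster 0, which held the most control cells, had 319. The counts with all variable genes were 5991 in cluster 12, 5096 in cluster 11, 4883 in cluster 8, 4750 in cluster 3, and 3819 and 3128 in clusters 9 and 4, the pair made up mostly of efferocytic cells. These counts follow from size alone, at the detection limit of 10% of cells, with no rank test.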

Clusters 12, 11, 9, and 3 exhibited the highest number of marker genes that distinguished them from other clusters (**Figure 1C**), although clusters 11 and 12 also contained the fewest cells (**Figures 1D, E**).

When control and efferocytic macrophages from the common UMAP and cluster analysis were plotted separately, clusters 3 and 9 (c3 and c9) were found to be unique to efferocytic macrophages (**Figure 1D**). 

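A single cluster, numbered 7, was efferocytosis-enriched, meaning that its share of the efferocytic cells made up at least 0.9 of the sum of its shares of the 2 libraries. It held 663 efferocytic and 17 control cells. Its leading genes included Ifrd1, which cell stress induces, and Ccrl2, a receptor that binds chemerin. Both genes helped to define the cluster, so their levels are not results. The heat shock genes Hspa1a and Hspa1b, which had no part in the clustering, were 2nd and 4th among its leading genes, at 12.6-fold and 11.9-fold the level of all other cells. Dusp6, a phosphatase that dampens ERK signaling and had no part in the clustering, fell in the 663 cells from 69.4 to 11.4 CPM relative to the other 6301 efferocytic cells. Clusters 4 and 9 were enriched with all variable genes, and 599 of the 663 cells lay in them, 434 in cluster 4 and 165 in cluster 9. That cluster 9 was led by Hspa1b and Hspa1a, which there helped to define it. Without integration, 11 of 13 clusters held at least 90% cells of 1 library, and with the 8746 genes that differ between the libraries left out of the clustering, no cluster was enriched (63.4% efferocytic cells at most). With 1 library per condition, a cluster of efferocytic cells and a cluster of that library cannot be told apart.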

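The efferocytosis-enriched cluster 7 held 9.52% of the efferocytic cells (8.84 to 10.2%) and 0.233% of the control cells (0.136 to 0.373%). The enriched clusters with all variable genes, 4 and 9, held 13.0% and 5.16% of the efferocytic cells, and 0.479% and 0.0274% of the control cells. The macrophages led by MHC class II genes, cluster 2, went the other way, with 18.7% of the control cells and 7.71% of the efferocytic cells. Cluster 6 held 4.86% of the control and 9.31% of the efferocytic cells, and cluster 1 held 15.7% and 21.2%. The cycling cluster 4 held 8.12% and 6.68%.

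**Figure D1:**
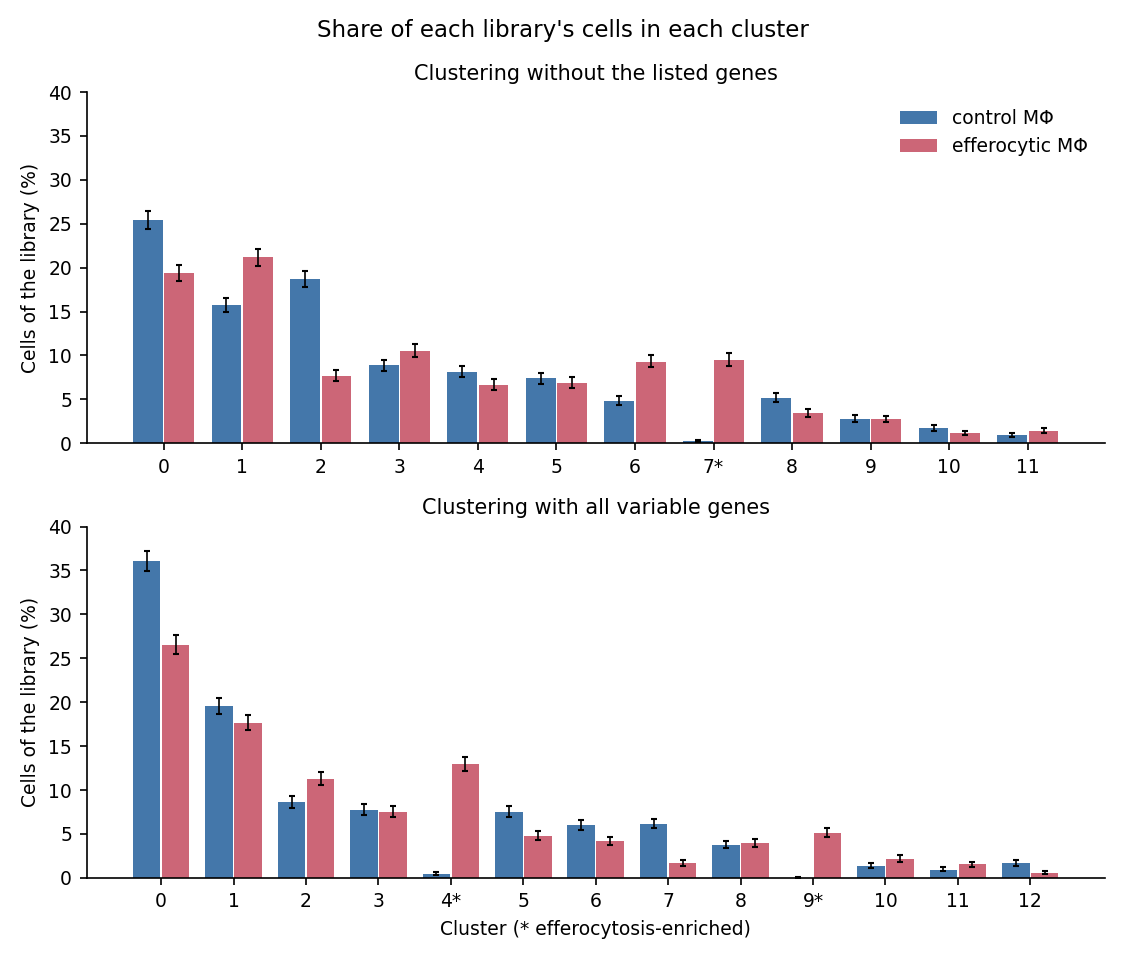
Share of each library's kept cells (%) in each cluster, for the clustering without the listed genes (top) and with all variable genes (bottom). Bars are single libraries, error bars are 95% binomial intervals, and the starred clusters, 7 at the top and 4 and 9 at the bottom, hold almost only efferocytic cells.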

Quantification of the proportion of control and efferocytic macrophages within each cluster confirmed that c3 and c9 were predominantly composed of efferocytic macrophages (**Figure 1E**). In contrast, cluster 0 (c0) was composed of noticeably fewer (< 50%) efferocytic macrophages than control macrophages. 

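Cluster 0, the cluster with the most control cells, held 25.4% of the control cells (24.4 to 26.5%) and 19.4% of the efferocytic cells (18.5 to 20.3%). Inside this cluster, the cells of the 2 libraries differed in expression. Of 21 detected glycolytic enzymes, 18 were at least 1.5-fold higher in its 1351 efferocytic cells than in its 1857 control cells, and none was lower. Of 21 detected targets of the hypoxia-inducible factor HIF-1 outside glycolysis, 19 were higher and none was lower. The median log2 ratio was 1.68 for the enzymes and 2.26 for the HIF-1 targets. The corresponding cluster with all variable genes held 36.1% of the control and 26.6% of the efferocytic cells, and without the genes that differ between libraries 17.5% and 10.9%. Without integration, these shares were 47.7% and 0.0862%.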

The distinct shifts in clusters 0, 3, and 9 suggest that cluster 0 macrophages may transition toward cluster 3 and 9 macrophages during efferocytosis.

### Unique efferocytic macrophages have a glycolytic metabolism and anti-inflammatory profile

Pseudotime trajectory analysis applied to the combined macrophage samples identified several trajectories originating from cluster 0, but only one progressed toward the unique subsets, c3 and c9 (**Figure 2A**). This distinct pseudotime trajectory, overlaid on the UMAP clusters, revealed the transition of macrophages along the path (c0 → c2 → c6 → c3 → c9) towards the unique efferocytic macrophage populations (**Figure 2B**). 

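The path of highest connectivity from cluster 0 to the enriched cluster ran through cluster 1, the largest group of efferocytic cells, and took in 6512 cells. Mmp12, the macrophage elastase, rose along it from 136 to 1809 CPM (13.3-fold, 12.7 to 13.8) from the first 5 to the last 5 of 20 bins with equal numbers of cells. Mrc1, the mannose receptor, fell from 238 to 81.2 CPM (0.341-fold, 0.320 to 0.362). Efferocytic cells made up 38.0 to 55.4% of the cells in bins 1 to 17, then 74.8% in bin 18, 93.5% in bin 19 and 96.6% in bin 20. A change along the path therefore includes the difference between the libraries. By median pseudotime, cluster 7 stood at place 8 of 12, before the cycling cluster 4 at place 11 and the stromal cluster 11 at place 12. Diffusion pseudotime in scanpy was used, which orders cells by similarity and not by time. The alternative clusterings carry their own cluster numbers, which are not those of the main clustering. With all variable genes, the path ran from cluster 0 through cluster 1 to the enriched cluster 4 (8081 cells). With 20 components, it ran from cluster 1, there the one with the most control cells, through cluster 0 to the enriched cluster 7 (6027 cells).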

Pathway analysis via the Advaita iPathwayGuide software was performed on marker genes identified for each macrophage cluster to detect their distinguishing features and functions. Among the top pathways enriched in c3 and c9 were several pathways related to energy metabolism, prompting a broader evaluation of metabolic pathways (**Supplementary Figure 1**). 

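Cells of the efferocytosis-enriched cluster 7 had more RNA of amino acid stress genes and less of fatty acid oxidation genes than the other efferocytic cells. Of all 7275 genes detected in this comparison, 1012 were at least 1.5-fold higher and 1805 were lower. Of 15 detected targets of ATF4, the transcription factor of the amino acid response, 12 were at least 1.5-fold higher and none was lower. Chac1, which degrades glutathione, rose from 3.45 to 16.9 CPM (4.90-fold, 3.91 to 6.13), and Ddit3, the stress transcription factor CHOP, rose from 49.7 to 184 CPM (3.71-fold, 3.48 to 3.96). Of 14 fatty acid oxidation genes, 8 were lower and none was higher. Cpt1a, which moves long-chain fatty acids into mitochondria, fell from 57.2 to 21.8 CPM (0.381-fold, 0.323 to 0.446), and Etfb, an electron carrier of this pathway, fell from 91.7 to 36.8 CPM (0.401-fold, 0.354 to 0.453). Of 17 genes of the TCA cycle and pyruvate dehydrogenase, 3 were lower and 1 was higher, with log2 ratios of -1.08 for Suclg1, a subunit of succinyl-CoA ligase, and 1.10 for Pdhb, a subunit of pyruvate dehydrogenase. Among 11 lipid uptake and storage genes, Lpl (lipoprotein lipase, log2 ratio 1.18) and Acsl1 (an acyl-CoA synthetase, 0.72) were higher and none was lower. Of 9 cholesterol synthesis genes, 2 were higher, Insig1 (2.14) and Sqle (0.91), and 1 was lower. Of 8 cholesterol efflux genes, 5 were lower, among them the liver X receptor Nr1h3 (-1.97) and Apoe (-1.70). Of 12 NRF2 targets, 2 were higher, Slc7a11 and Hmox1, and 2 were lower. The list median was 0.77 on the log2 scale for ATF4 targets, where the middle 95% of 10000 random lists of like expression ran from -0.48 to 0.25, and -0.71 for fatty acid oxidation (-0.55 to 0.21). Without integration, where 4 enriched clusters took in 91.0% of the efferocytic cells, the median of ATF4 targets was -0.027 and that of cholesterol efflux turned from -0.87 to 0.51.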

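The other clusters differed in energy metabolism genes as well, some with more and some with less of these RNAs. Against all other cells of both libraries, cluster 6 had 5 of 19 detected glycolytic enzymes and 12 of 21 HIF-1 targets at least 1.5-fold higher, and cluster 1 had 1 of 19 and 8 of 21 higher. The cluster led by MHC class II genes, cluster 2, had 8 of 20 glycolytic enzymes and 16 of 21 HIF-1 targets lower, and the interferon-led cluster 8 had 2 of 19 and 12 of 21 lower, with none higher in either. ATF4 targets were higher in cluster 1 for 7 of 14 and in cluster 6 for 3 of 12. The stromal cluster 11 had 19 of 22 ATF4 targets and 18 of 75 oxidative phosphorylation genes higher. Oxidative phosphorylation genes were lower in cluster 3 for 61 of 75 and in cluster 6 for 48 of 75, and none was lower in clusters 1, 2, 4 and 8. No cluster on all variable genes apart from the enriched ones had over 6 glycolytic enzymes or over 10 HIF-1 targets higher, and both of these counts were in the stromal cells. Differences between clusters were not tested, and the mix of the 2 libraries in each cluster enters these counts.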

Other clusters were neither enriched in as many metabolic pathways, nor exhibiting the same level of pathway significance as c3 and c9 (**Supplementary Figure 2A**). 

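Proliferation genes were lower in the efferocytosis-enriched cluster 7 than in the other efferocytic cells, which include 465 cells of the cycling cluster 4, while genes of antigen presentation and of osteoclasts moved in part. Of 7 detected cell cycle genes, 5 were at least 1.5-fold lower. Against cluster 0, the cluster with the most control cells, they went the other way, with 4 of 5 higher and 1 lower and a median log2 ratio of 1.03 (random lists -1.31 to 0.73). Cell cycle genes also took part in the clustering. Compared with the other efferocytic cells, Cdk1, the kinase that starts mitosis, fell from 26.8 to 4.33 CPM (0.161-fold, 0.110 to 0.228), and Rrm1, a subunit of ribonucleotide reductase, fell from 20.9 to 3.65 CPM (0.175-fold, 0.115 to 0.255). Of 12 antigen presentation genes, 4 were lower and none was higher. Of all 7275 detected genes 1805 were lower, so this count is close to the share of all genes. H2-DMa, which loads peptides on MHC class II, fell from 31.5 to 11.5 CPM (0.365-fold, 0.290 to 0.454). Of 12 genes of osteoclast differentiation, 3 were higher and 5 were lower. The V-ATPase subunit Atp6v0d2 rose from 47.2 to 173 CPM (3.67-fold, 3.43 to 3.92), as did the kinase Src (3.33-fold) and the RANK adaptor Traf6 (2.65-fold). The protease Ctsk (0.513-fold) and the osteoclast transcription factor Nfatc1 (0.530-fold) fell. Between the whole libraries, 12 of 16 antigen presentation genes were lower in efferocytic macrophages, with Cd74, the MHC class II invariant chain, going from 582 to 38.9 CPM (0.0668-fold, 0.0642 to 0.0694) and H2-Aa from 91.1 to 8.90 CPM (0.0977-fold, 0.0899 to 0.106). There, 1 of 8 cell cycle genes was lower, Ccnb2, and of 11 osteoclast genes Ctsk and Traf6 were higher and Csf1r, Mitf and Spi1 lower. With detection in at least 25% of cells required, which leaves fewer genes, the median of the cell cycle list in cluster 7 turned from -1.07 to 0.29 on the log2 scale.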

Other functions of interest such as cell cycling, replication, antigen presentation, and bone remodeling were not denoted as significant pathways in c3 and c9 (**Supplementary Figure 2A**).

**Figure 2:**
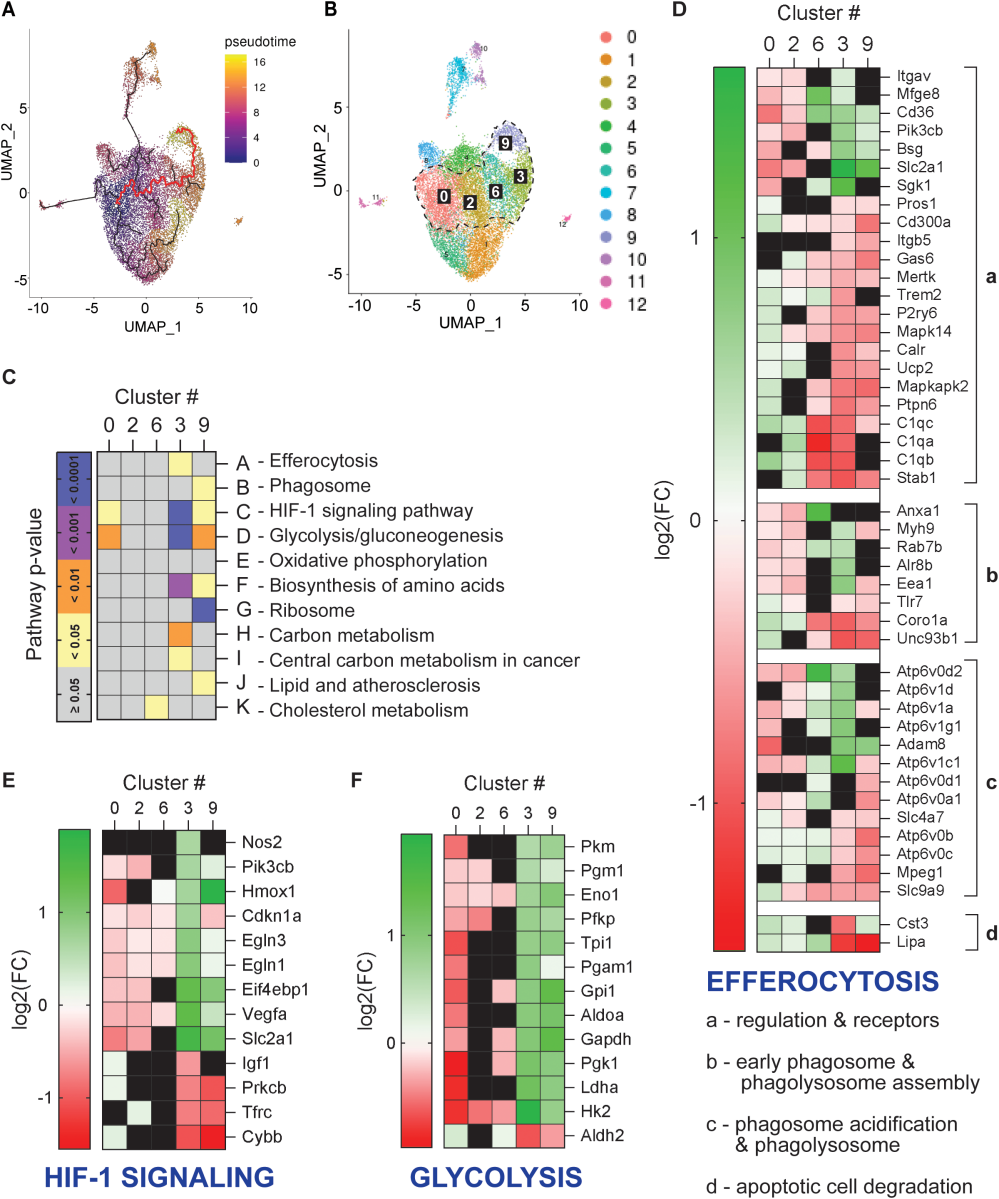
Characterization of efferocytosis & energy metabolism in MΦ along pseudotime trajectory to unique efferocytic clusters. Single-cell RNA-sequencing and k-means clustering analysis were performed on pooled control and efferocytic MΦ samples from *in vitro* efferocytosis experiment described in **Figure 1**. The pooled, clustered MΦs underwent pseudotime trajectory analysis with c0 as the selected starting point. **(A)** Pseudotime trajectory analysis revealed several pseudotime trajectories, with the trajectory of interest (from c0 to unique clusters c3 and c9) highlighted in red. **(B)** UMAP shows the trajectory of interest (red line from **(A)**) travels from c0, through c2 & c6, to c3 & c9. **(C)** Heatmap of selected pathways related to phagocytosis (A, B) and energy metabolism (C–K) for clusters along trajectory of interest. Pathways not expressed or with adjusted p > 0.05 (Impact Analysis) are shown in black. **(D–F)** Heatmaps of curated genes in **(D)** efferocytosis, **(E)** HIF-1 signaling, and **(F)** glycolysis for clusters along trajectory of interest. Genes not expressed or with adjusted p > 0.05 (Wilcoxon Rank Sum Test) are shown in black.

A curated list of pathways relevant to efferocytosis and energy metabolism confirmed phagocytic processes and strong shifts in energy metabolism in c3 and c9 (**Figure 2C**). 

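HIF-1 targets and glycolytic enzymes were mostly higher in the efferocytosis-enriched cluster 7. In cluster 0, the cluster with the most control cells, most of them did not pass the criterion, and those that did were lower. Against all other cells of both libraries, cluster 7 had 22 of 23 detected HIF-1 targets outside glycolysis at least 1.5-fold higher and none lower, and 16 of 19 glycolytic enzymes higher and 1 lower. Cluster 0 had 6 of 21 HIF-1 targets and 2 of 19 glycolytic enzymes lower and none higher. Of 75 oxidative phosphorylation genes, 28 were lower in cluster 7 and none was higher, and none passed the criterion in cluster 0. The list medians on the log2 scale were 1.51, 0.99 and -0.43 in cluster 7, and -0.46, -0.26 and 0.02 in cluster 0. From cluster 0 to cluster 7, the hexokinase Hk2 rose from 97.3 to 971 CPM (9.98-fold, 9.57 to 10.4), and the glucose transporter Slc2a1 rose from 54.9 to 471 CPM (8.58-fold, 8.10 to 9.09). Ldha, the lactate dehydrogenase subunit that favors lactate, rose from 789.7 to 1865 CPM (2.36-fold, 2.31 to 2.41). With all variable genes, which include genes that define the clusters, 17 of 20 glycolytic enzymes and 23 of 23 HIF-1 targets were higher in cluster 4, 13 of 19 and 19 of 24 in cluster 9, and 3 of 20 and 12 of 21 were lower in cluster 0. Cluster 7 is nearly all efferocytic cells, so these counts include the difference between the libraries.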

Interestingly, HIF-1 signaling and glycolysis were significant in clusters 0, 3, and 9, while the oxidative phosphorylation pathway was not. To characterize the directionality of changes in efferocytosis, HIF-1 signaling, and glycolytic metabolism, genes relevant to these pathways were visualized in heat maps (**Figures 2D–F**). As all twelve subsets in the clustering analysis contained efferocytic macrophages (**Figure 1E**), efferocytic gene expression also visualized across all clusters (**Supplementary Figure 2B**). While it is not possible to determine the exact stage of efferocytosis represented in each cluster, many efferocytosis receptors and phagolysosome-associated genes were upregulated in cluster 3, confirming this macrophage subset was actively undergoing efferocytosis (**Figure 2D**). 

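Receptors and bridging molecules for apoptotic cells were more often lower than higher in the efferocytosis-enriched cluster 7, compared with the other efferocytic cells, and genes of the phagolysosome moved both ways. Of 21 detected receptors and bridges, 10 were at least 1.5-fold lower and 1 was higher. Against all other cells of both libraries, 12 were lower and 2 were higher. Within the efferocytic library, Pros1, which bridges phosphatidylserine to TAM receptors, fell from 14.6 to 0.946 CPM (0.0648-fold, 0.0260 to 0.134), and the TAM receptor Mertk fell from 50.4 to 10.4 CPM (0.207-fold, 0.163 to 0.259). Thbs1, a bridge to integrins and CD36, fell from 204 to 21.0 CPM (0.103-fold, 0.0871 to 0.120). The member that was higher, the integrin subunit Itgav (1.54-fold), was named after its values were seen. Of 17 V-ATPase subunits, which acidify the phagolysosome, 6 were higher, with Atp6v1h at 2.02-fold, and 2 were lower. Of 26 lysosome genes, 8 were lower and none was higher, among them the glucuronidase Gusb (0.178-fold) and the membrane protein Cd63 (0.495-fold). Of all 7275 detected genes 1012 were higher and 1805 were lower, so the count of lower lysosome genes is close to the share of all genes. Of 20 genes of phagosome maturation, the GTPases Rab7b (2.65-fold) and Rab20 (2.06-fold) were higher and 3 were lower. Between the whole libraries, 9 of 21 receptors and bridges were higher in efferocytic macrophages and 3 were lower, with the phosphatidylserine receptor Cd300lf going from 2.35 to 73.9 CPM (31.4-fold, 26.8 to 37.1) and the receptor Lrp1 from 225 to 589 CPM (2.62-fold, 2.57 to 2.67). In that comparison 3 lysosome genes were higher, among them the protease Ctsl (2.55-fold), and 5 were lower, among them the acid lipase Lipa (0.208-fold). There, 2 genes of phagosome maturation were higher, Rab32 and Eea1, and 5 were lower, and of the V-ATPase subunits 3 were higher and 2 were lower. With all variable genes, 11 of 21 receptors and bridges were lower in the enriched clusters together and none was higher. Without integration the median of this list turned from -0.58 to 0.47 on the log2 scale.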

The majority of HIF-1 signaling and glycolysis-associated genes clearly transitioned from downregulation in cluster 0 to upregulation in clusters 3 and 9, suggesting enhanced glycolytic metabolism in efferocytic macrophages (**Figures 2E, F**). 

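Glycolysis and HIF-1 genes were higher in efferocytic than in control macrophages, and some of them were higher again in the efferocytosis-enriched cluster. Between the libraries, 17 of 20 detected glycolytic enzymes and 21 of 22 HIF-1 targets outside glycolysis were at least 1.5-fold higher in efferocytic macrophages, and none was lower. Hk2, the hexokinase that starts glycolysis and lies on chromosome 6 of GRCm38 (GENCODE vM21) from 82725025 to 82774454, rose from 32.4 to 297 CPM (9.16-fold, 8.76 to 9.58). Ldha rose from 219 to 1659 CPM (7.58-fold, 7.45 to 7.72), the triosephosphate isomerase Tpi1 rose from 123 to 825 CPM (6.72-fold, 6.57 to 6.88), and Egln3, the prolyl hydroxylase that HIF-1 induces, rose from 0.576 to 86.1 CPM (149-fold, 109 to 211). Of 8 detected genes of glucose and lactate transport and pyruvate dehydrogenase kinases, 4 were higher, among them the glucose transporter Slc2a1 (16.9-fold, 15.7 to 18.1) and the lactate transporter Slc16a3 (12.3-fold, 11.6 to 12.9), and 3 were lower. The median log2 ratio was 2.08 for the enzymes (random lists -0.31 to 0.22), 2.97 for HIF-1 targets (-0.32 to 0.19) and 0.87 for transport (-0.54 to 0.37). It was at least 1.5-fold for the enzymes and for HIF-1 targets in each of the 9 clusters with at least 100 cells of both libraries. Within the efferocytic library, 13 of 23 HIF-1 targets and 5 of 20 glycolytic enzymes were higher in the enriched cluster 7 than in the other cells, and 1 enzyme, Pfkfb4, was lower. Bhlhe40, a transcriptional repressor, rose from 58.0 to 364 CPM (6.27-fold, 5.96 to 6.59), and the peptide Adm rose from 17.9 to 93.2 CPM (5.21-fold, 4.74 to 5.73). Hk2 rose from 218 to 989 CPM (4.54-fold, 4.41 to 4.67), and Pfkfb3, which makes the activator of phosphofructokinase, rose from 34.0 to 86.0 CPM (2.53-fold, 2.31 to 2.77). Slc2a1 rose (2.68-fold), whereas Ldha (1.16-fold) and Pdk1 (0.929-fold) did not reach the criterion and Slc16a3 was at 0.688-fold. The medians were 0.24 for the enzymes (random lists -0.36 to 0.18), 0.77 for HIF-1 targets (-0.31 to 0.15) and -0.32 for transport (-0.69 to 0.50). Without integration, 1 HIF-1 target was higher and 4 were lower, and 2 glycolytic enzymes were higher. From the shift of these genes between its clusters in Figures 2E and 2F, the paper proposes that efferocytic macrophages raise glycolytic metabolism. It adds qRT-PCR of glycolysis genes and measurements of metabolites and lactate in other cultures. In that qRT-PCR Slc2a1, Pdk1, Ldha and Slc16a3 were significantly higher and Hk2 was not significantly altered. The osteoblasts there were killed by UV light, and no sort for Cell-Trace is described. Here Slc2a1, Ldha, Slc16a3 and also Hk2 were higher in the efferocytic library. Pdk1 was at 14.4 CPM in control and 74.1 CPM in efferocytic cells of the first 5 bins of the path.

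**Figure D2:**
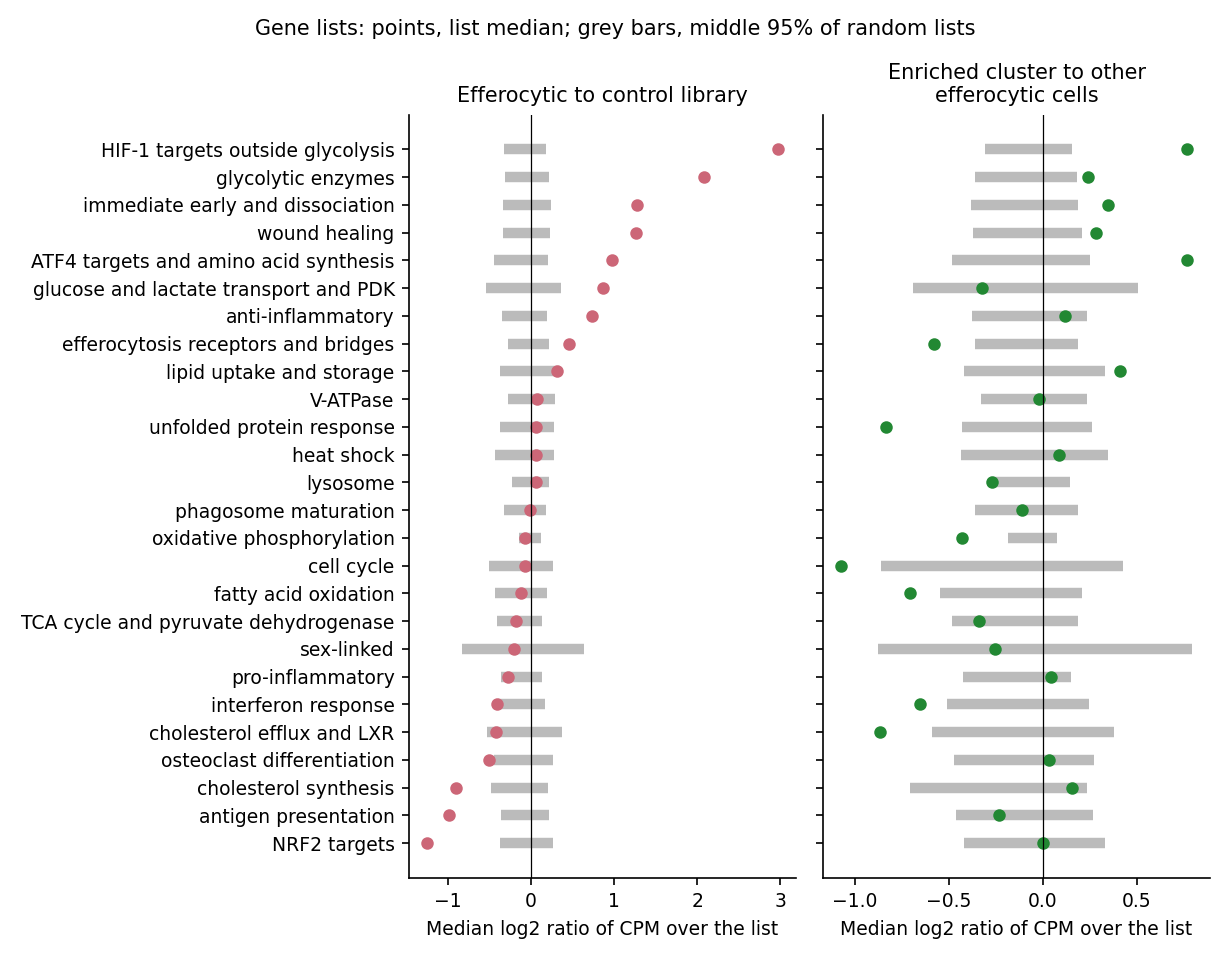
Median log2 ratio of CPM over the detected members of each gene list, between the efferocytic and the control library (left) and between the efferocytosis-enriched cluster 7 and the other efferocytic cells (right), each point being 1 list. Grey bars span the middle 95% of 10000 random lists of like size and expression, and HIF-1 targets lie above their bar in both panels, at 2.97 and 0.77.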

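Genes of the respiratory chain were little changed between the whole libraries, higher in efferocytic cells inside some clusters, and lower in the efferocytosis-enriched cluster than in the other efferocytic cells. Between the libraries, 6 of 75 detected oxidative phosphorylation genes were at least 1.5-fold higher in efferocytic macrophages and 4 were lower. Ndufv3, a subunit of complex I, rose from 148 to 442 CPM (2.99-fold, 2.92 to 3.06), and Uqcrq, a subunit of complex III, rose from 325 to 517 CPM (1.59-fold, 1.56 to 1.62). Uqcrc1, also of complex III, fell from 74.6 to 40.7 CPM (0.546-fold, 0.521 to 0.571). The median log2 ratio was -0.068 (random lists -0.14 to 0.12), and 0.089 with TMM-type scaling, under which 10 genes were higher and 1 was lower. The median was at least 1.5-fold higher in efferocytic cells inside 2 of 9 clusters, cluster 3 (39 of 73 genes higher, none lower, median 0.72) and cluster 6 (44 of 75 higher, 1 lower, 0.68). These macrophage clusters had the fewest UMIs per cell, with medians of 3900 in control and 5477 in efferocytic cells of cluster 3, and 4207 and 5329.5 in cluster 6. Their median mitochondrial shares were 2.64% and 1.62% in cluster 3 and 1.94% and 0.998% in cluster 6. The difference inside them was not separated from depth or cell quality. The median share of mitochondrial UMIs per cell was 1.30% in the control and 0.769% in the efferocytic library. Within the efferocytic library, 26 of the 75 genes were lower in cluster 7 than in the other cells and none was higher, with a median of -0.43 (-0.18 to 0.08). Ndufa4, a subunit of complex IV, fell from 336 to 133 CPM (0.396-fold, 0.371 to 0.423), Ndufb7 of complex I fell from 228 to 102 CPM (0.446-fold, 0.414 to 0.480), and Cyc1, cytochrome c1, fell from 41.1 to 19.1 CPM (0.464-fold, 0.388 to 0.549). The count of lower genes was 27 with all variable genes, 16 at a clustering resolution of 0.8 and 2 without integration.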

While many oxidative phosphorylation related genes were also regulated oppositely in c0 vs. c3 and c9, a clear pattern in activation or deactivation of this metabolic pathway was not apparent (**Supplementary Figure 2C**).

Initial analysis of gene expression in clusters along the trajectory toward the unique efferocytic macrophage subsets (c0, c2, c6, c3, c9) revealed a clear shift in energy metabolism toward glycolysis. However, many cells within these clusters appeared spatially distant from the trajectory of interest. Thus, we performed additional analyses focused exclusively on cells nearest to the trajectory (**Figure 3A**). These selected macrophages were examined for genes significantly associated with pseudotime, identifying those with distinct expression patterns along this trajectory. 

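Of 7063 genes detected in at least 10% of the path's cells, the 1000 that varied most smoothly over neighboring cells, by Moran's I, were grouped by k-means on their levels in 20 bins. The largest profile, of 318 genes, was lowest in bin 8 and highest in bin 20, the last bin, where 99.1% of cells belonged to the efferocytosis-enriched cluster. A profile of 150 genes peaked in bin 18. A profile of 202 genes peaked in bin 7 and was lowest in bin 20, a profile of 252 genes peaked in bin 10, and a profile of 78 genes peaked in bin 16. With 40 bins, the profiles held 309, 149, 194, 250 and 98 genes, of which 304, 137, 181, 235 and 75 were the same genes.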

The top 1000 genes were subjected to k-means clustering, resulting in five distinct gene expression profiles (**Figure 3B**). Pathway analysis using Advaita iPathwayGuide identified the top pathways associated with each gene profile (**Figures 3C, D**; **Supplementary Figure 3**). 

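The profile that peaked in the last bin of the path held most of the HIF-1 targets. Of 21 tested HIF-1 targets outside glycolysis, 18 were among the 1000 grouped genes, 13 of them in the profile that peaked in the last bin and 5 in the profile that peaked in bin 18. Of 19 tested glycolytic enzymes, 14 were among the 1000 genes, 7 in each of these 2 profiles. Of 13 tested ATF4 targets, 9 were among them, 7 in the profile that peaked in the last bin. Oxidative phosphorylation was placed elsewhere, with 22 of its 29 grouped genes in the profile that was lowest in the last bin. Lysosome genes were also most frequent there, with 9 of 14, and efferocytosis receptors and bridges were most frequent in the profile that peaked in bin 10, with 7 of 14. With 40 bins, 9 glycolytic enzymes fell in the profile that peaks near the end and 5 in the last.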

Notably, profile 5 included pathways enriched in c3 and c9, such as HIF-1 signaling, glycolysis, and central carbon metabolism (**Figures 3C, D**). As this focused analysis also pointed to shifts in energy metabolism, the expression of select glycolytic genes along the trajectory were plotted (**Figures 3E–I**). 

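The transporter Slc2a1, which brings glucose into the cell, and the hexokinase Hk2 changed most of 6 glycolysis genes along the path from cluster 0 to the efferocytosis-enriched cluster 7, and on both alternative paths. From the first 5 to the last 5 of 20 bins, Slc2a1 rose from 68.8 to 357 CPM (5.20-fold, 4.89 to 5.53), Hk2 rose from 111 to 608 CPM (5.46-fold, 5.21 to 5.74) and its paralog Hk1 rose from 44.7 to 83.2 CPM (1.86-fold, 1.70 to 2.03). Ldha, which turns pyruvate into lactate, rose from 940.3 to 1679 CPM (1.79-fold). Pdk1, the kinase that holds back pyruvate dehydrogenase, was at 49.1 and 59.8 CPM (1.22-fold, 1.11 to 1.34) and the lactate exporter Slc16a3 at 172 and 208 CPM (1.21-fold, 1.15 to 1.27), both short of 1.5-fold. These 2 genes passed 1.5-fold on the path with all variable genes, at 1.50-fold and 1.53-fold, and on the path with 20 components, at 1.81-fold and 1.86-fold. The highest bin was bin 19 for Slc2a1 (503 CPM), Hk1, Pdk1 (81.4 CPM), Ldha (2127 CPM) and Slc16a3, and bin 20 for Hk2 (1272 CPM). Among efferocytic cells alone, the ratio was 4.08-fold for Slc2a1, 4.52-fold for Hk2, 1.76-fold for Hk1, 1.38-fold for Ldha, 0.973-fold for Pdk1 and 0.903-fold for Slc16a3. For these cells Hk1 was at 1.47-fold with 20 components, and Pdk1 and Slc16a3 were at 1.13-fold and 1.07-fold with all variable genes and 1.06-fold and 0.970-fold with 20 components. Among control cells alone, the ratio was 1.69-fold for Slc2a1, 1.00-fold for Hk2 and 1.34-fold for Ldha. The split by library was added after the values were seen. The last 5 bins held 416 control and 1209 efferocytic cells. Of these, 21 control and 304 efferocytic cells lay in bin 19, and 11 and 314 in bin 20. The ratios of the 2 libraries therefore weight the end of the path differently.

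**Figure D3:**
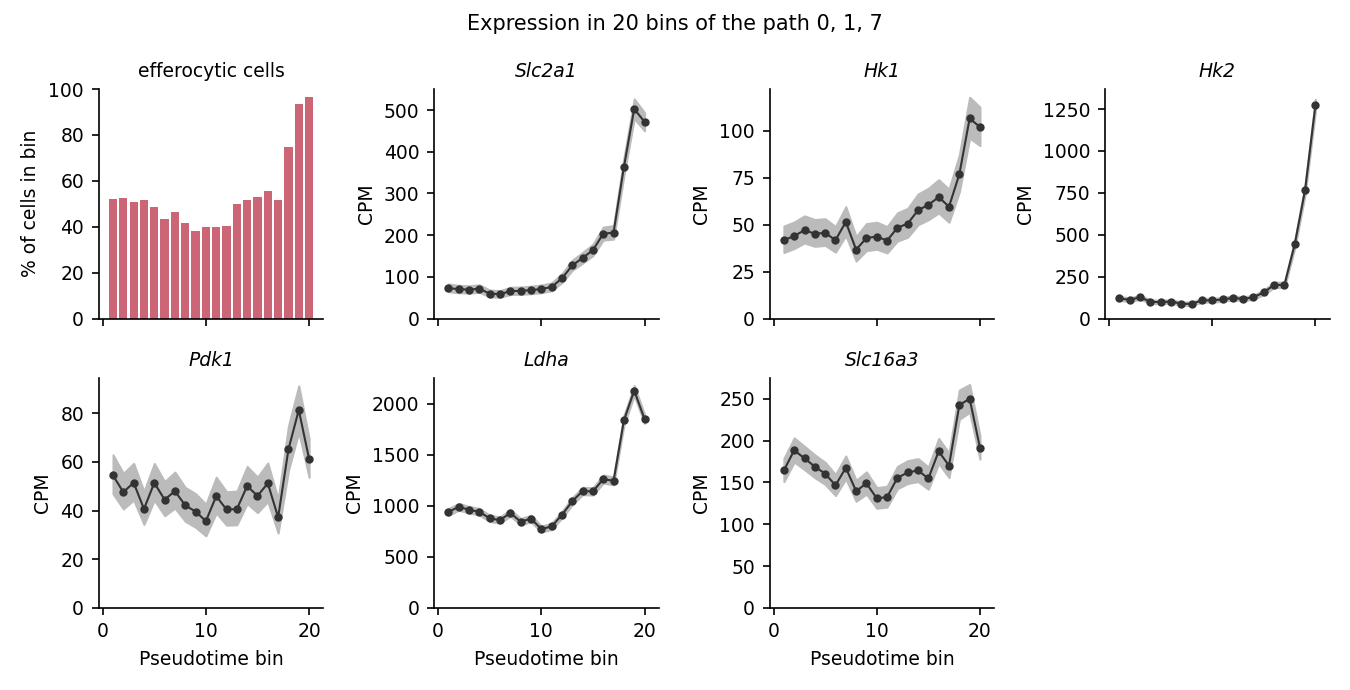
Share of efferocytic cells (%) and CPM of 6 genes in 20 bins of equal cell number along the path through clusters 0, 1 and 7. Lines join the bins, grey bands are 95% Poisson intervals, and the genes reach their highest level in bins 19 and 20, where efferocytic cells make up 93.5% and 96.6%.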

All five genes shown (*Slc2a1, Hk1, Pdk1, Ldha, Slc16a3)* had an increased magnitude of expression as they approached c3 and c9, often peaking in c3. Next, we used the “upstream regulators” features in Advaita iPathwayGuide to identify factors potentially driving the shift in macrophage energy metabolism, focusing on profile 5. This analysis revealed three transcription factors—*Atf4, Jun, and Klf4*—all of which exhibited increased expression along the pseudotime trajectory, peaking in cluster 3 (**Figures 3J–L**).

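The transcription factors Atf4, Jun and Klf4 rose along the path toward the enriched cluster, while Jun fell short of 1.5-fold among efferocytic cells alone. Atf4, on chromosome 15 of GRCm38 (GENCODE vM21) from 80255184 to 80257541, rose from 84.5 to 295 CPM (3.49-fold, 3.29 to 3.70) from the first 5 to the last 5 bins of the path. Jun, a subunit of AP-1, rose from 138 to 241 CPM (1.74-fold, 1.66 to 1.84), and Klf4, a zinc finger factor of macrophage polarization, rose from 63.0 to 157 CPM (2.49-fold, 2.32 to 2.67). Atf4 and Jun were highest in bin 20 (421 CPM and 322 CPM) and Klf4 in bin 19 (223 CPM). Among efferocytic cells alone, the ratio was 3.70-fold for Atf4, 1.44-fold for Jun and 2.22-fold for Klf4, and among control cells alone 1.84-fold, 1.66-fold and 0.637-fold. In the enriched cluster 7, the level relative to the other efferocytic cells was 2.80-fold for Atf4, 1.77-fold for Jun and 1.55-fold for Klf4. Immediate early genes moved both ways there, with a list median of 0.35 on the log2 scale. Egr1 and Ier2 were among the lower ones, with log2 ratios of -1.92 and -1.80. Without integration the log2 ratio of Atf4 was -0.027. RNA levels of these factors were measured, not their activity.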

**Figure 3:**
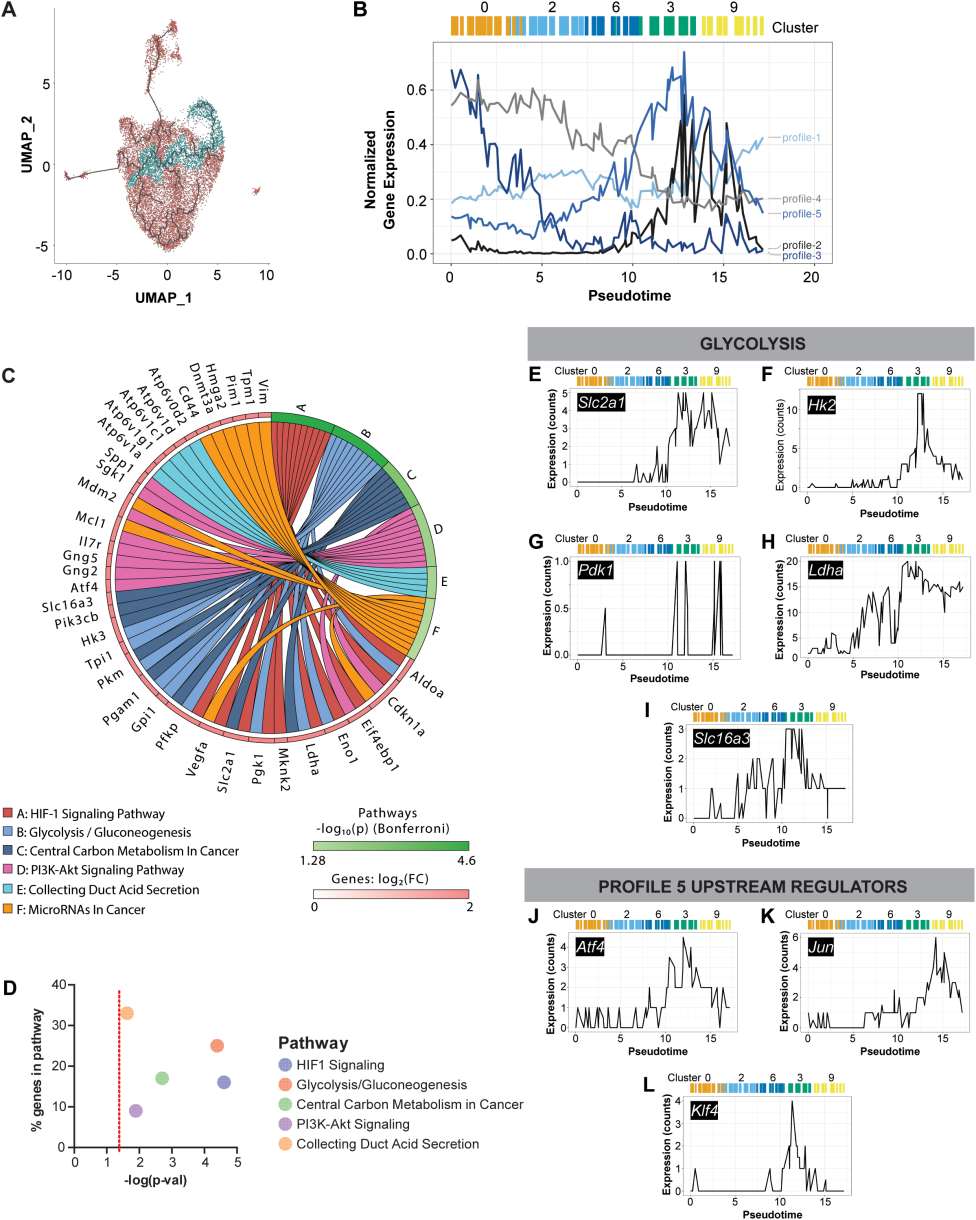
Gene profile analysis of pseudotime trajectory to unique efferocytic clusters. The pseudotime trajectory of interest identified in **Figure 2A** was analyzed separately to investigate gene expression profiles along this trajectory. Analysis was performed on the previously pooled and clustered MΦ single-cell RNA-sequencing data. **(A)** Pseudotime trajectory of interest was superimposed on UMAP and included cells closest to the trajectory (indicated in blue) while all other cells are shown in red. These cells were used to identify top 1000 genes with a significant relationship to pseudotime. These genes were clustered into five groups based on their expression profile along the trajectory. **(B)** Line plot depicting the five profiles of gene expression identified along trajectory of interest. Relative position of clusters along this trajectory (c0, c2, c6, c3, c9) and pseudotime are depicted to highlight transitions observed from c0 to c3 and c9. **(C)** Summary plot from Advaita iPathwayGuide for gene profile #5. Top pathways identified for profile 5 included HIF-1 signaling, glycolysis, and central carbon metabolism. Statistical significance evaluated using Bonferroni correction, –log(p) > 1.3 (equivalent to p < 0.05, Impact Analysis) was considered significant. **(D)** Dot plot of significance vs. % genes in the top pathways identified for profile 5. The dotted red line indicates the significance threshold, -log(p) = 1.3. **(E–L)** Plots of gene expression along trajectory of interest and pseudotime for individual genes involved in glycolysis **(E–I)** and upstream regulation of genes in profile #5 **(J–L)**.

Lastly, the inflammatory and wound healing profiles of macrophages along the trajectory toward distinct efferocytic subsets were evaluated using both approaches: gene expression in clusters along the trajectory, and expression in cells nearest to the trajectory. A clear transition toward an anti-inflammatory profile, characterized by both the suppression of pro-inflammatory genes and the upregulation of anti-inflammatory genes, was observed in c3 and c9 (**Figure 4A**). 

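Anti-inflammatory genes were more often higher than lower in efferocytic macrophages, while pro-inflammatory genes were more often lower. In the efferocytosis-enriched cluster, both lists had more genes higher than lower compared with the other efferocytic cells, with medians inside the range of random lists. Between the libraries, 10 of 19 detected anti-inflammatory genes were at least 1.5-fold higher in efferocytic macrophages and 2 were lower. Il1rn, the interleukin-1 receptor antagonist, rose from 9.55 to 206 CPM (21.5-fold, 19.9 to 23.4), Hmox1, heme oxygenase 1, rose from 193 to 727 CPM (3.77-fold, 3.70 to 3.84), and the lipid receptor Pparg fell from 36.8 to 11.0 CPM (0.299-fold). Of 24 pro-inflammatory genes, 9 were lower and 5 were higher. Irf1, a transcription factor of the interferon response, fell from 44.8 to 12.4 CPM (0.278-fold), whereas the chemokines Ccl2 and Ccl7 rose from 16.8 to 172 CPM (10.2-fold, 9.62 to 10.9) and from 5.46 to 116 CPM (21.2-fold, 19.1 to 23.7). The median log2 ratio was 0.74 for anti-inflammatory genes (random lists -0.35 to 0.19) and -0.27 for pro-inflammatory genes (-0.35 to 0.13). Inside clusters, it was at least 1.5-fold higher in 8 of 9 for anti-inflammatory genes, and for pro-inflammatory genes higher in 1 of 9 and lower in 2. Within the efferocytic library, 11 of 25 pro-inflammatory genes were higher in cluster 7 than in the other cells and 7 were lower. The chemokine Ccl3 rose from 24.6 to 140.1 CPM (5.69-fold, 5.25 to 6.16), and Ptgs2, the inducible cyclooxygenase, rose from 11.6 to 50.6 CPM (4.35-fold, 3.83 to 4.93), whereas Ccl2 fell from 186 to 42.7 CPM (0.229-fold, 0.204 to 0.256). Of 19 anti-inflammatory genes, 8 were higher and 3 were lower. Pparg rose from 6.77 to 47.9 CPM (7.07-fold, 6.13 to 8.15), as did Cd274, the ligand PD-L1 (6.57-fold), and Tnfaip3, which restrains NF-kB (4.38-fold), while Klf2, which also restrains NF-kB, fell from 174 to 25.4 CPM (0.146-fold, 0.126 to 0.169) and Mrc1 fell from 262 to 77.9 CPM. The medians were 0.05 for pro-inflammatory genes (random lists -0.43 to 0.15) and 0.12 for anti-inflammatory genes (-0.38 to 0.23). From cluster 0, the cluster with the most control cells, to cluster 7, 10 of 19 anti-inflammatory genes were higher and 4 were lower, with a median of 0.63 (-0.48 to 0.29), and of 25 pro-inflammatory genes 7 were higher and 8 were lower, with a median of -0.22 (-0.56 to 0.13). Within the efferocytic library, the pro-inflammatory counts of 11 higher and 7 lower were 8 and 4 with all variable genes and 2 and 0 without integration, and 5 genes were higher with detection in at least 25% of cells required.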

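Genes of NF-kB signaling, nitric oxide synthesis and TNF followed different courses. Nfkb1, a subunit of NF-kB, fell from 133 to 63.7 CPM (0.481-fold, 0.464 to 0.498) from the control to the efferocytic library, and Tnfrsf1b, the TNF receptor 2, fell from 449 to 219.6 CPM (0.489-fold, 0.479 to 0.498). Along the path to the efferocytosis-enriched cluster 7, Nfkb1 was at 102 and 65.2 CPM (0.640-fold, 0.593 to 0.690) in the first 5 and the last 5 bins and Tnfrsf1b at 326 and 335 CPM (1.03-fold, 0.992 to 1.07). Nfkb1 fell on this path by the 1.5-fold criterion, at 0.575-fold among control cells alone and 0.911-fold among efferocytic cells alone. It did not reach the criterion on the path with all variable genes (0.826-fold) or with 20 components (0.790-fold), where it was 1.11-fold and 1.15-fold among efferocytic and 0.850-fold and 0.883-fold among control cells alone. Tnfrsf1b was at 1.51-fold among efferocytic cells alone. Nos2, the inducible nitric oxide synthase, had 10 UMIs in the control library and rose from 0.152 to 23.0 CPM (152-fold, 82.4 to 317). It was detected in 27.3% of the efferocytic cells of cluster 7 (12.1% with each cell thinned to 2500 UMIs), in 9.22% of the other efferocytic cells (3.77%) and in 6.51% of the stromal cluster 11 (0.641%), at median depths of 10047, 8956 and 16178 UMIs. Stromal cells should lack it, but the control cells of that cluster had 28.5% of macrophage marker levels. That share was not taken for its efferocytic cells, so whether the cluster is a clean reference for Nos2 is not known. In cluster 7 its level relative to the other efferocytic cells was 3.49-fold (3.13 to 3.88), and -0.072 on the log2 scale without integration. Tnf, the inflammatory cytokine, fell from 30.0 to 9.60 CPM (0.320-fold, 0.293 to 0.349) from the control to the efferocytic library. Its share of cells was 15.6% in the control library, 12.1% in the efferocytic cells of cluster 7, 7.60% in the other efferocytic cells and 10.7% in the stromal cluster. With each cell thinned, these shares were 6.43%, 3.79%, 2.14% and 1.92%. These shares do not show whether the other efferocytic cells express Tnf above background. The path values of Tnf were 21.3 and 15.2 CPM (0.714-fold, 0.607 to 0.839) and those of Nos2 5.19 and 45.1 CPM (8.70-fold, 7.00 to 10.9). For efferocytic cells alone, Tnf was at 1.23-fold, 1.23-fold with all variable genes and 1.56-fold with 20 components, and for control cells alone at 0.720-fold, 1.12-fold and 1.07-fold.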

Some pro-inflammatory genes, such as *Nfkb1* and *Tnfrsf1b* (**Figures 4B, C**), showed reduced frequency or magnitude of expression as cells approached c3 or c9, while others, such as *Nos2* and *Tnf* (**Figures 4D, E**), were not expressed at all along the trajectory. In contrast, anti-inflammatory genes including *Arg1, Il1rn*, and *Npy* exhibited increased expression approaching c3 (**Figures 4F–H**). 

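Arg1, the arginase that turns arginine into ornithine and urea, separated the libraries more than any other gene that passed the criterion and had at least 50 CPM in either. It had 6 UMIs in the control library and 47081 in the efferocytic library, or 0.0910 and 656 CPM (7206-fold, 3311 to 19638), and lies on chromosome 10 of GRCm38 (GENCODE vM21) from 24915221 to 24927484. Along the path to the enriched cluster it was at 452 and 513 CPM (1.14-fold, 1.10 to 1.17) in the first 5 and the last 5 bins, with its highest level of 673 CPM in bin 18, and at 0.831-fold among efferocytic cells alone. It passed 1.5-fold on the path with all variable genes (1.80-fold) and with 20 components (2.68-fold), and not among the efferocytic cells of these paths (1.20-fold and 1.24-fold). Il1rn rose along the path from 55.6 to 407 CPM (7.33-fold, 6.86 to 7.85), with 5.55-fold among efferocytic and 4.36-fold among control cells alone, and was highest in bin 19. Npy, a neuropeptide, rose from 278 to 683 CPM (2.46-fold, 2.38 to 2.54), with 1.77-fold and 5.80-fold in the same order, and was highest in bin 18. The efferocytic ratio of Npy did not reach 1.5-fold with all variable genes (1.37-fold) or with 20 components (1.08-fold). In the enriched cluster 7 relative to the other efferocytic cells, Il1rn rose from 175 to 475 CPM (2.72-fold, 2.62 to 2.82), while Arg1 (0.793-fold) and Npy (1.01-fold) did not reach 1.5-fold. Between the libraries Npy rose from 149.5 to 555 CPM (3.71-fold, 3.63 to 3.79).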

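Wound healing genes were mostly higher in efferocytic than in control macrophages, and in the efferocytosis-enriched cluster some were higher and some lower than in the other efferocytic cells. Between the libraries, 11 of 18 detected wound healing genes were at least 1.5-fold higher in efferocytic macrophages and 1 was lower, with a median log2 ratio of 1.26 (random lists -0.34 to 0.23). Spp1, the matrix protein osteopontin, rose from 694 to 3516 CPM (5.06-fold, 5.01 to 5.12). Within the efferocytic library, 6 of 19 genes were higher in cluster 7 than in the other cells and 3 were lower, with a median of 0.28 (-0.37 to 0.21). Pgf, a placental growth factor that acts on blood vessels, rose from 2.36 to 32.6 CPM (13.8-fold, 11.2 to 17.0), and Mmp12 rose from 562 to 1509.7 CPM (2.68-fold, 2.63 to 2.74). Thbs1, which is also among the receptors and bridges and restrains the growth of blood vessels, was one of those that were lower. Against all other cells of both libraries, 9 of 19 genes were higher and 4 lower in cluster 7, and 1 was higher and 4 were lower in cluster 0. With all variable genes, 9 of 18 were higher and 4 lower in cluster 4, 5 of 19 and 4 in cluster 9, and none was higher and 4 were lower in cluster 0. With no doublets removed, the median in the enriched clusters turned to -0.058.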

Genes associated with angiogenesis, extracellular matrix (ECM) remodeling, and inflammation regulation, collectively grouped under “wound healing”, displayed an opposing pattern of regulation in c0 vs. c3 and c9 (**Figure 4I**). Selected wound healing genes, including *Plau, Vegfa, Mif*, and *Cxcr4*, showed expression profiles similar to the glycolytic and anti-inflammatory genes, with upregulation as they approach cluster c3 (**Figures 4J–M**). 

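Plau, the urokinase that activates plasminogen, changed most of these genes along the path, from 12.0 to 108 CPM (9.00-fold, 7.80 to 10.4) from the first 5 to the last 5 bins. Vegfa, the growth factor of blood vessels, rose from 67.6 to 236 CPM (3.49-fold, 3.28 to 3.73), the chemokine receptor Cxcr4 rose from 56.7 to 116 CPM (2.04-fold, 1.89 to 2.21), and the cytokine Mif rose from 748 to 1196 CPM (1.60-fold, 1.56 to 1.63). All of them were highest in bin 20. Mif did not reach 1.5-fold on the path with all variable genes (1.43-fold). Among efferocytic cells alone, the ratio was 6.62-fold for Plau, 1.70-fold for Cxcr4 and 1.22-fold for Mif, and Vegfa was at 109 and 296 CPM. Among control cells alone, the ratio was 13.8-fold for Plau (4.80 to 54.6, from 4 and 26 UMIs) and 0.750-fold for Vegfa (0.456 to 1.20). It was 1.54-fold for Cxcr4 and 1.46-fold for Mif. Of the 416 control cells in the last 5 bins, 21 lay in bin 19 and 11 in bin 20. In the enriched cluster 7, the level relative to the other efferocytic cells was 5.33-fold for Plau, 2.67-fold for Vegfa, 2.64-fold for Cxcr4 and 1.21-fold for Mif. Between the whole libraries, Plau rose from 2.02 to 50.2 CPM (24.9-fold, 20.9 to 29.8) and Vegfa rose from 9.30 to 152 CPM (16.3-fold, 15.1 to 17.7). Mif rose from 151 to 1264 CPM (8.39-fold, 8.21 to 8.56) and Cxcr4 rose from 30.1 to 84.3 CPM (2.80-fold, 2.66 to 2.94) in the same comparison.

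**Figure D4:**
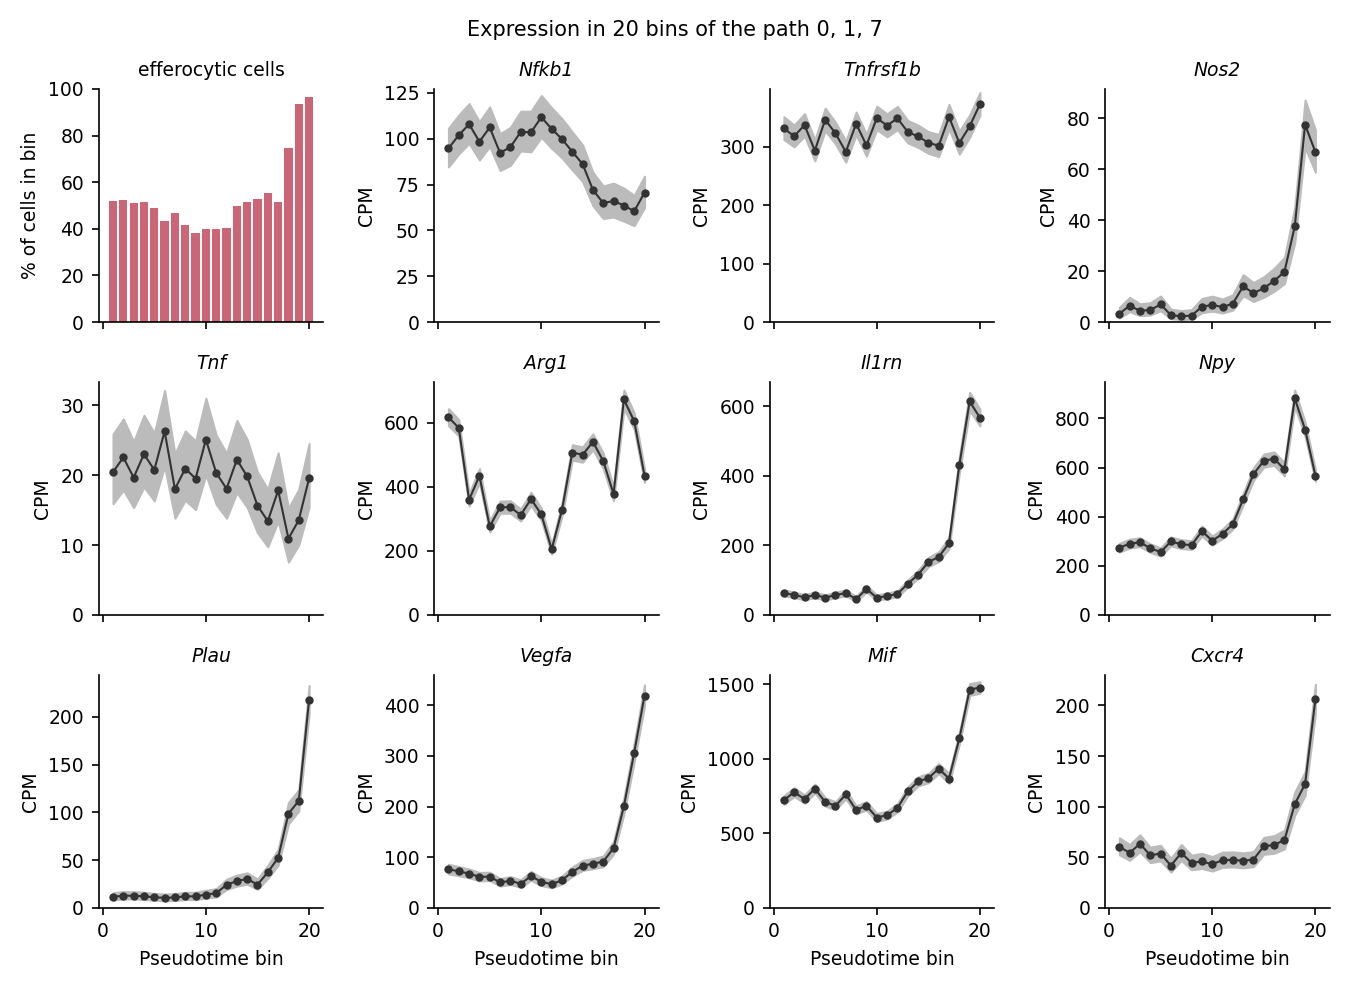
Share of efferocytic cells (%) and CPM of 11 genes in 20 bins of equal cell number along the path through clusters 0, 1 and 7. Lines join the bins, grey bands are 95% Poisson intervals, and Il1rn, Plau, Vegfa, Mif and Cxcr4 reach their highest levels in bins 19 and 20, where nearly all cells are efferocytic, while Arg1 is high in the first bins as well.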

Expression of inflammation- and wound healing-associated genes was also visualized across all clusters (**Supplementary Figure 4**), with other clusters showing neither enrichment in these pathways nor the same level of significance as c3 and c9.

**Figure 4:**
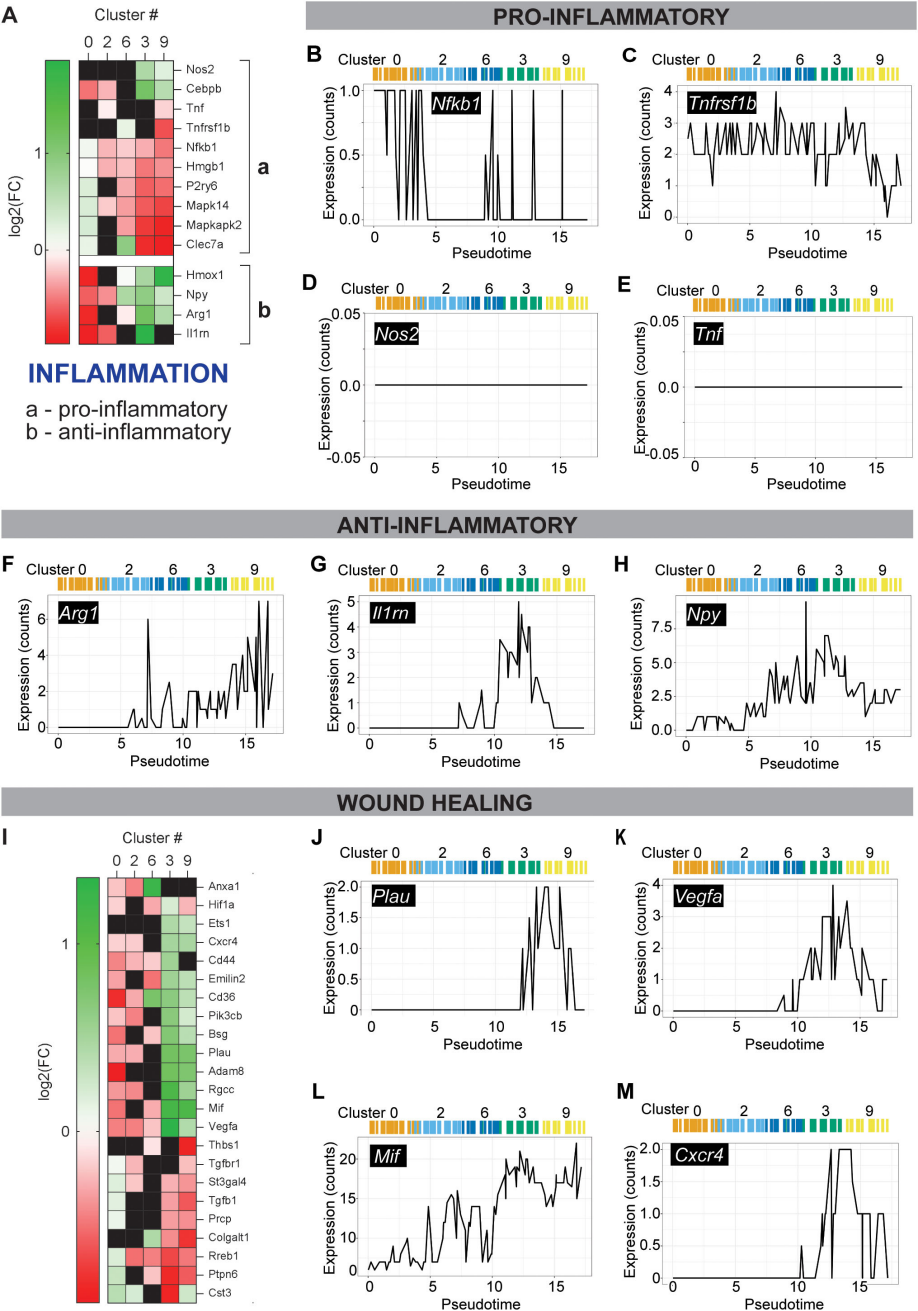
Characterization of inflammation and wound healing in MΦs along pseudotime trajectory to unique efferocytic clusters. **(A, I)** Heatmaps of curated genes involved in **(A)** pro- or anti-inflammatory activity, and **(I)** wound healing (angiogenesis, ECM remodeling, and inflammation) shown for clusters along trajectory of interest (c0, c2, c6, c3, c9). Genes not expressed or with adjusted p > 0.05 (Wilcoxon Rank Sum Test) in heatmaps are shown in black. **(B–H, J–M)** Plots of gene expression along trajectory of interest and pseudotime for selected genes involved in **(B–E)** pro-inflammatory activity, **(F–H)** anti-inflammatory activity, and **(J–M)** wound healing. Relative position of clusters along this trajectory (c0, c2, c6, c3, c9) and pseudotime are depicted to highlight transitions observed in c3 and c9.

### Macrophages shift to glycolytic energy metabolism during efferocytosis of osteoblasts

The shift in energy metabolism in efferocytic macrophages was further investigated using *in vitro* efferocytosis assays. Macrophages were co-cultured with apoptotic osteoblasts (AC) for 18 h. qRT-PCR analysis revealed that efferocytic macrophages upregulated several genes associated with glycolysis following engulfment of apoptotic osteoblasts. Although *Hk2* (hexokinase 2, an enzyme that converts glucose to glucose-6-phosphate) was not significantly altered (**Figure 5A**), *Slc2a1* (glucose transporter 1, GLUT1), *Pdk1* (pyruvate dehydrogenase kinase 1, inhibits the conversion of pyruvate to Aceytl CoA), *Ldha* (lactate dehydrogenase A, converts pyruvate to lactate), and *Slc16a3* (monocarboxylate transporter 4, MCT4, a lactate/pyruvate transporter) were significantly upregulated in efferocytic macrophages (**Figures 5B–E**). Because PDK1 blocks pyruvate flux into the TCA cycle and LDHA converts pyruvate to lactate, this gene-expression pattern implies increased glucose uptake and enhanced pyruvate-to-lactate conversion in efferocytic macrophages.

**Figure 5:**
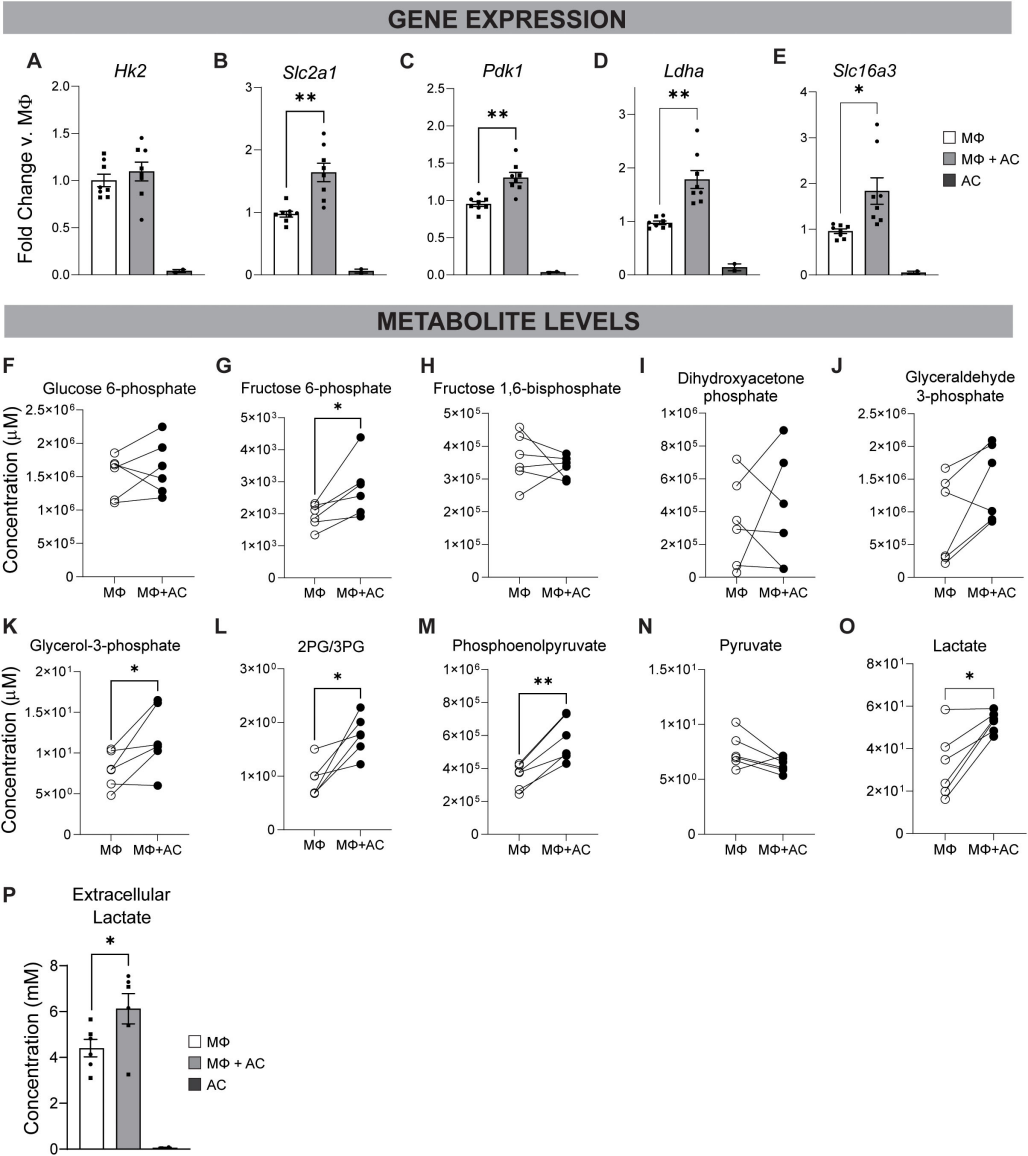
Shift to glycolytic energy metabolism in efferocytic macrophages. MΦ cultured for 18 h alone or with apoptotic primary calvarial osteoblasts (MΦ+AC) were evaluated for glycolysis associated factors. AC- apoptotic calvarial osteoblasts alone. **(A–E)** Gene expression via qRT-PCR. **(F–O)** Intracellular metabolite expression. **(P)** Extracellular lactate expression in culture media. Graphs include data from two independent *in vitro* efferocytosis experiments. Statistical significance evaluated using paired student t-tests: *p < 0.05, **p < 0.01.

Glycolytic shifts beyond the transcriptional level were evaluated using a targeted metabolomics panel (**Figures 5F–O**). Several metabolites, including fructose-6-phosphate, glycerol-3-phosphate, 2 phosphoglycerate (2-PG)/3-PG, phosphoenolpyruvate, and intracellular lactate were significantly elevated in efferocytic macrophages (**Figures 5G, K–M, O**). The observed upregulation of genes associated with lactate production and transport, along with the increase in intracellular lactate, prompted investigation of extracellular lactate levels. A lactate assay performed on the supernatant from control and efferocytic macrophages revealed significantly elevated extracellular lactate in the efferocytic group (**Figure 5P**). Furthermore, lactate levels were negligible in apoptotic cells (AC) alone, confirming that the excess lactate was macrophage-derived as a consequence of metabolic reprogramming.

Although succinate and malate levels were elevated (**Supplementary Figures 5A, B**), other TCA cycle intermediates, including citrate, 2-oxoglutarate, and fumarate, remained unchanged (**Supplementary Figures 5C–E**), suggesting that mitochondrial oxidative phosphorylation is not broadly upregulated during efferocytosis. Instead, the selective accumulation of certain TCA cycle metabolites may reflect a partial engagement of the TCA cycle to maintain cellular redox balance. Together, these findings support a model in which efferocytic macrophages undergo metabolic reprogramming that prioritizes glycolysis, favoring rapid ATP production over reliance on mitochondrial respiration.

### Lactate modulates macrophage polarization and osteoclastogenesis

Lactate is increasingly recognized not merely as a metabolic byproduct but as an active signaling metabolite that can reprogram macrophages via epigenetic lactylation (32). To determine the effects of lactate on key cells involved in bone homeostasis: osteoblasts, osteoclasts, and macrophages, were investigated. Lactate supplementation of osteogenic media did not significantly alter mineralization levels after 2 weeks in primary bone marrow stromal cells (**Supplementary Figure 6A**) or 3 weeks in primary calvarial OB (**Supplementary Figure 6B**). In contrast, 10 mM lactate supplementation of osteoclast differentiation media significantly reduced the number of multi-nucleated osteoclasts (**Figures 6A, B**) and suppressed resorptive activity as analyzed by reduced pit resorption area (**Figures 6C, D**).

**Figure 6:**
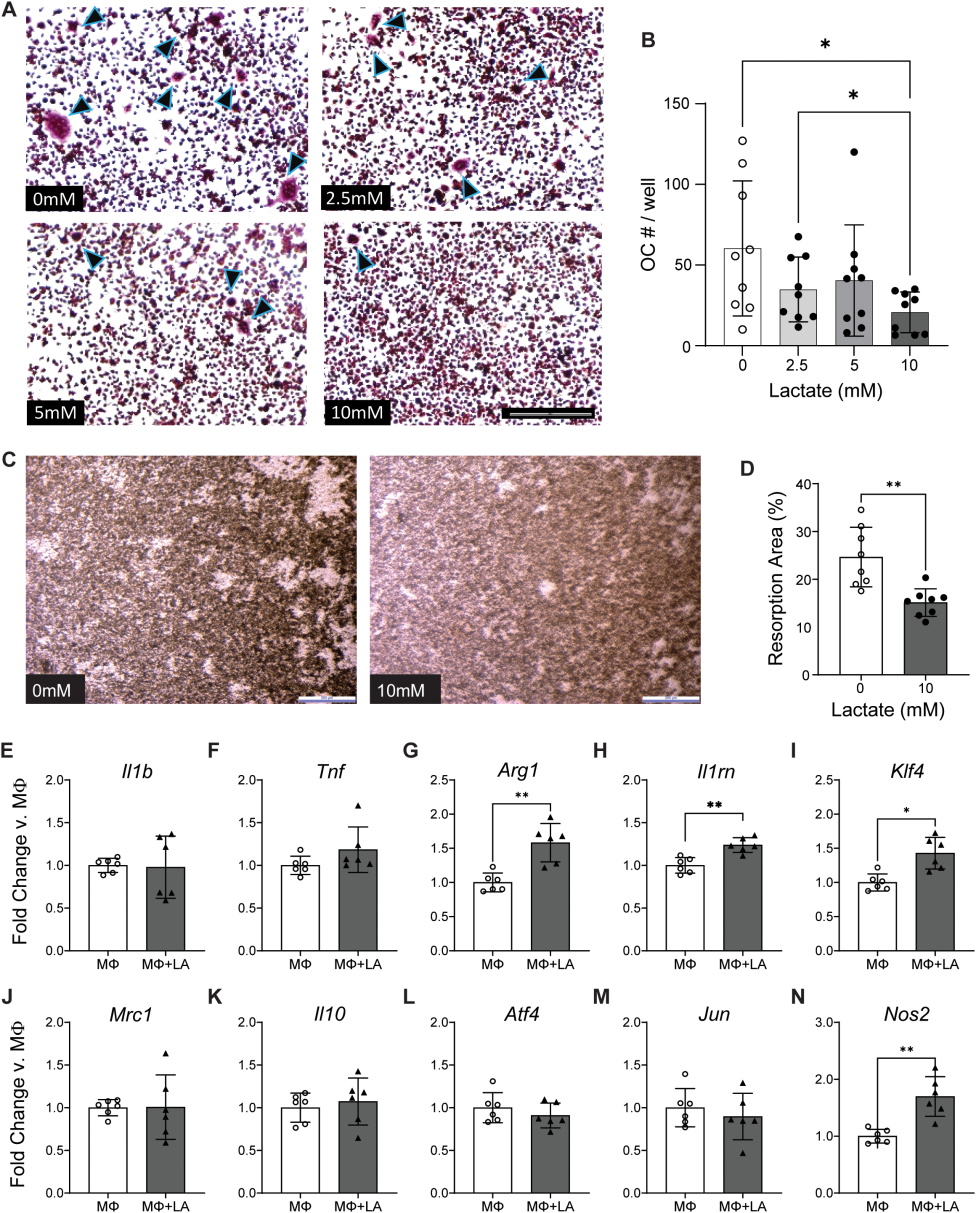
Effect of lactate on key bone cells: osteoclasts, and macrophages. **(A, B)** Representative images and quantification of TRAP staining in osteoclast differentiation with lactate. Statistical significance evaluated using one-way ANOVA: *p < 0.05. **(C, D)** Representative images and quantification of resorption pits after osteoclast differentiation. *p < 0.05; paired t-test. **(E–N)** Gene expression of selected pro-inflammatory, anti-inflammatory, and potential upstream regulators (transcription factors) via qRT-PCR for MΦ cultured with 20 mM extracellular lactate (LA) for 18 h. Statistical significance evaluated using t-test *p < 0.05, **p < 0.01.

To determine how extracellular lactate affects macrophage phenotype, bone marrow–derived macrophages were cultured with 20 mM lactate. Gene expression determined by qRT-PCR revealed that lactate-treated macrophages did not affect pro-inflammatory factors such as *Il1b* or *Tnf* (**Figures 6E, F**). Conversely, lactate upregulated critical anti-inflammatory factors including *Arg1*, *Il1rn, and Klf4* (**Figures 6G–I**) which are canonical markers and mediators of the alternative (M2-like) macrophage program (33–37). However, *Mrc1* and *Il10* (M2-associated genes) remained unchanged (**Figures 6J, K**). *Atf4* and *Jun*, genes associated with inflammation and bone were also unchanged (**Figures 6L, M**).

Unexpectedly, lactate also increased *Nos2* (iNOS) expression (**Figure 6N**). iNOS produces nitric oxide (NO), a reactive mediator often associated with classically activated (M1-like) macrophages. However, while moderate NO can promote inflammation, high NO is known to inhibit osteoclast differentiation (38). Thus, the lactate-induced rise in *Nos2* (and consequent NO production) may likely contribute to the reduction in osteoclast formation observed. Taken together, our data indicate that lactate can act as an immunometabolite that both reprograms macrophages toward healing modes and suppresses osteoclast-mediated bone resorption.

## Discussion

The role of efferocytosis in maintaining tissue homeostasis and promoting wound healing has been well-documented, and defects in this process have been implicated in various inflammatory pathologies including diabetes and rheumatoid arthritis (2, 3). In studies specific to bone, it has also been shown that impaired efferocytosis impacts bone healing (12–14). Interestingly, we have recently shown that the induction of osteoblast apoptosis resulted in increased efferocytosis near vertebral bone surfaces along with a paradoxical increase in vertebral trabecular bone accrual (15). Despite such findings, the specific contributions of efferocytic macrophages, beyond promoting anti-inflammatory activity in a tissue-specific context, remain poorly defined and are explored in this study.

Most scRNAseq studies investigating macrophages have been conducted in the context of pathological conditions such as cancer (39, 40), rheumatoid arthritis (41), atherosclerosis (42), and periodontitis (43). These studies primarily focused on identifying shifts in macrophage populations under pathological inflammatory conditions but did not specifically investigate changes in macrophage function. Only a few studies to date have examined efferocytosis and the mechanisms driving macrophage reprogramming during this process. Some research groups have conducted in-depth investigations on specific factors differentially expressed during efferocytosis, including *Slc2a1*, which promotes aerobic glycolysis and cytoskeletal remodeling to enable apoptotic cell uptake; *Slc16a1*, involved in lactate release and subsequent anti-inflammatory responses; *Slc7a11*, acting as a brake on aerobic glycolysis; and *Mmp12*, which reduces macrophage migration during efferocytosis (20, 44, 45). Notably, several of these studies emphasized that their findings were specific to efferocytosis and not observed during Fc-mediated phagocytosis. Furthermore, macrophage behavior is heavily influenced by their local environment, and macrophages exhibit distinct phenotypes depending on their tissue of residence (46). Using a congenic parabiosis model, Alonso-Gonzalez and colleagues identified and characterized phagocytic macrophages across various tissues (bone marrow, spleen, intestine, liver, and lung), demonstrating that although unsupervised clustering of their scRNAseq data distinguished phagocytic from non-phagocytic macrophages, the cells clustered with stronger association to their tissue of origin (47).

As our interest is in bone, we focused on bone marrow macrophage efferocytosis of apoptotic osteoblasts and used single-cell RNA sequencing analysis to explore the shifts in macrophage subpopulations during efferocytosis and their subsequent effects relevant to bone. Analysis included unsupervised clustering which revealed two subsets of bone marrow macrophages (clusters 3 and 9) unique to efferocytosis. The distinctive decrease in cluster 0 macrophages during efferocytosis justified its selection as a starting point for pseudotime trajectory analysis. Pathway enrichment and gene expression analyses performed through two independent computational approaches revealed a strong shift toward glycolytic metabolism alongside an increase in anti-inflammatory gene expression in the efferocytosis-associated macrophage subsets. These findings suggest that bone marrow macrophages undergo distinct metabolic and transcriptional reprogramming in response to efferocytosis, with potential implications for the regulation of bone remodeling and inflammation resolution.

The simultaneous glycolytic and anti-inflammatory profile was particularly intriguing, as glycolysis in macrophages has often been associated with “M1-like” or pro-inflammatory activity (16–18), while fatty acid oxidation and oxidative phosphorylation have been associated with “M2-like” or pro-reparative activity (19). Our findings align with emerging evidence that the metabolic process in use alone is insufficient to define a macrophage functional phenotype including the inflammatory wound healing profile. In fact, several genes involved in wound healing and regeneration, such as *Vegfa, Plau, Mif*, and *Cxcr4* were upregulated within the unique c3 and c9 efferocytic macrophages, highlighting potential reprogramming toward enhanced reparative activity.

Further evidence supporting the beneficial role of glycolysis during efferocytosis, reported by the Tabas group, demonstrated that enhanced glycolysis via *Pfkfb2* promoted continual efferocytosis (21) and that efferocytosis-derived lactate increased pro-resolving macrophage proliferation (22). The possibility that intracellular lactate directly influences macrophage gene expression is particularly compelling in light of recent findings that lactate can lactylate histone lysine residues, thereby reprogramming “M1-like” macrophages toward an “M2-like” transcriptional profile (32). In the present study, lactate exposure induced upregulation of *Klf4*, a transcription factor known to cooperate with STAT6 in activating M2-specific genes while repressing pro-inflammatory targets (34). Moreover*, Klf4, Atf4*, and *Jun* were identified as potential upstream regulators associated with the metabolic shift observed in the unique efferocytic macrophage subsets, but these factors may contribute to macrophage reprogramming beyond metabolic control. Collectively, these findings support a model in which lactate produced during efferocytosis facilitates the polarization of macrophages toward an anti-inflammatory phenotype.

Furthermore, lactate secreted by efferocytic macrophages likely impacts the local bone microenvironment. Wu et al. have shown that at early time points 5 mM lactate supplementation can increase *Runx2* (after 24 h), *Alp* (after 24 and 48 h), and *Ocn* (after 48 h) gene expression in MC3T3-E1 cells (48, 49). They also demonstrated increased ALP staining and activity in lactate treated osteoblasts after 96 h (48). Our *in vitro* results did not show any significant difference in mineralized nodule formation of bone marrow stromal cells or primary calvarial osteoblasts when supplemented with lactate for 2 and 3 weeks, respectively. The later endpoints and extended lactate exposure may account for the difference seen in our experiments. When inducing bone marrow cultures to differentiate into osteoclasts, high lactate supplementation significantly suppressed osteoclast formation and reduced their resorptive function. This is concurrent with Seebach et al. who also observed a significant decrease in osteoclast numbers after 6 days, and a significant decrease in osteoclast differentiation-related gene expression (*Nfatc, Acp5, Atp6v0d2)* after 2 days of lactate treatment (50). Further study of the relationship between lactate and gene regulation of osteoclast differentiation will help clarify the underlying mechanism of osteoclast reduction. It is certainly important to consider the temporal nature of efferocytic macrophage-associated lactate and local lactate concentrations in bone, both of which may impact the significance of lactate’s effects on bone *in vivo*.

There is a growing body of evidence suggesting that the glycolytic shift during efferocytosis serves purposes beyond meeting the energy demands of this process. Our study demonstrated that specific subsets of efferocytic macrophages not only exhibited enhanced glycolytic activity but also adopted a more anti-inflammatory and pro-resolving phenotype. We further showed that transcriptional and metabolic changes associated with this glycolytic shift, including increased lactate production, had downstream effects on bone biology. Continued investigation into the drivers of macrophage reprogramming, including transcription factors and metabolites influenced by metabolic reprogramming, may yield valuable insights into the role of efferocytosis and macrophages in tissue-specific contexts. Advancing our understanding of immunometabolism in this setting holds promise for identifying novel therapeutic targets to modulate macrophage function in bone homeostasis, injury, and disease.

## Data Availability

The single cell data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE300915 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE300915). Additional inquiries can be directed to the corresponding author.

## Supplementary material

Supplementary Figure 1 Pathway analysis for unique efferocytic cluster 3 & 9. **(A, C)** Summary plot from Advaita iPathwayGuide for **(A)** c3 and **(C)** c9. **(B, D)** Dot plot of top six pathways for **(B)** c3 and **(D)** c9. Statistical significance evaluated using Bonferroni correction. –log(p) > 1.3 (equivalent to p < 0.05) was considered significant.

Supplementary Figure 2 Further characterization of efferocytosis and energy metabolism in single-cell RNA-seq MΦ clusters. Single-cell RNA-sequencing and k-means clustering analysis were performed on pooled control and efferocytic MΦ samples from *in vitro* efferocytosis experiment described in **Figure 1**. **(A)** Heatmap of selected pathways related to (A-C) phagocytosis, (D-M) energy metabolism, and (N-R) miscellaneous macrophage functions for all clusters in the UMAP from **Figure 1B**. Pathways not expressed or with adjusted p > 0.05 are shown in black. **(B)** Heatmap of curated genes involved in efferocytosis for all clusters in the UMAP from **Figure 1B**. **(C)** Heatmaps of curated genes involved in oxidative phosphorylation for clusters along trajectory of interest. Genes not expressed or with adjusted p > 0.05 (Wilcoxon Rank Sum Test) are shown in black.

Supplementary Figure 3 Pathway analysis for gene profiles 1-4. Cells closest to the trajectory of interest identified were used to identify top 1000 genes with a significant relationship to pseudotime. These genes were clustered into five groups based on their expression profile along the trajectory as shown in **Figure 3B**. Summary plots from Advaita iPathwayGuide for gene profile and dot plot of top six pathways for profile 1 **(A, B),** profile 2 **(C, D),** profile 3 **(E, F)** and profile 4 **(G, H)**. Statistical significance evaluated using Bonferroni correction. Dotted red line indicates threshold for significant: –log(p) > 1.3 (equivalent to p < 0.05).

Supplementary Figure 4 Further characterization of inflammation and wound healing in single-cell RNA-seq MΦ clusters. Heatmaps of curated genes involved in **(A)** pro- or anti-inflammatory activity, and **(B)** wound healing (angiogenesis, ECM remodeling, and inflammation) shown for all clusters. Genes not expressed or with adjusted p > 0.05 (Wilcoxon Rank Sum Test) in heatmaps are shown in black.

Supplementary Figure 5 Additional metabolite expression in efferocytic macrophages. MΦ co-cultured for 18 h with apoptotic primary calvarial osteoblasts (MΦ+AC) evaluated for intracellular metabolite expression related to **(A–E)** oxidative phosphorylation. Data from two independent *in vitro* efferocytosis experiments. Statistical significance evaluated using paired student t-tests: *p < 0.05, **p < 0.01.

Supplementary Figure 6 Effect of lactate on osteoblasts. **(A, B)** Representative images and quantification of von Kossa staining in **(A)** 2-week primary BMSC and **(B)** 3-week primary calvarial OB mineralization with lactate. No significant differences (anova) were detected between the groups.

# Supplementary material for: Efferocytosis-induced metabolic shift in bone macrophages drives lactate production and modulates inflammation and osteoclastogenesis
**Source:** Front Immunol. 2025 Nov 28;16:1650465. doi: 10.3389/fimmu.2025.1650465
**Supplement:** Supplementary Figure 1 — Pathway analysis for unique efferocytic cluster 3 & 9. (A, C) Summary plot from Advaita iPathwayGuide for (A) c3 and (C) c9. (B, D) Dot plot of top six pathways for (B) c3 and (D) c9. Statistical significance evaluated using Bonferroni correction. –log(p) > 1.3 (equivalent to p < 0.05) was considered significant.

SUPPLEMENTARY FIGURE 1

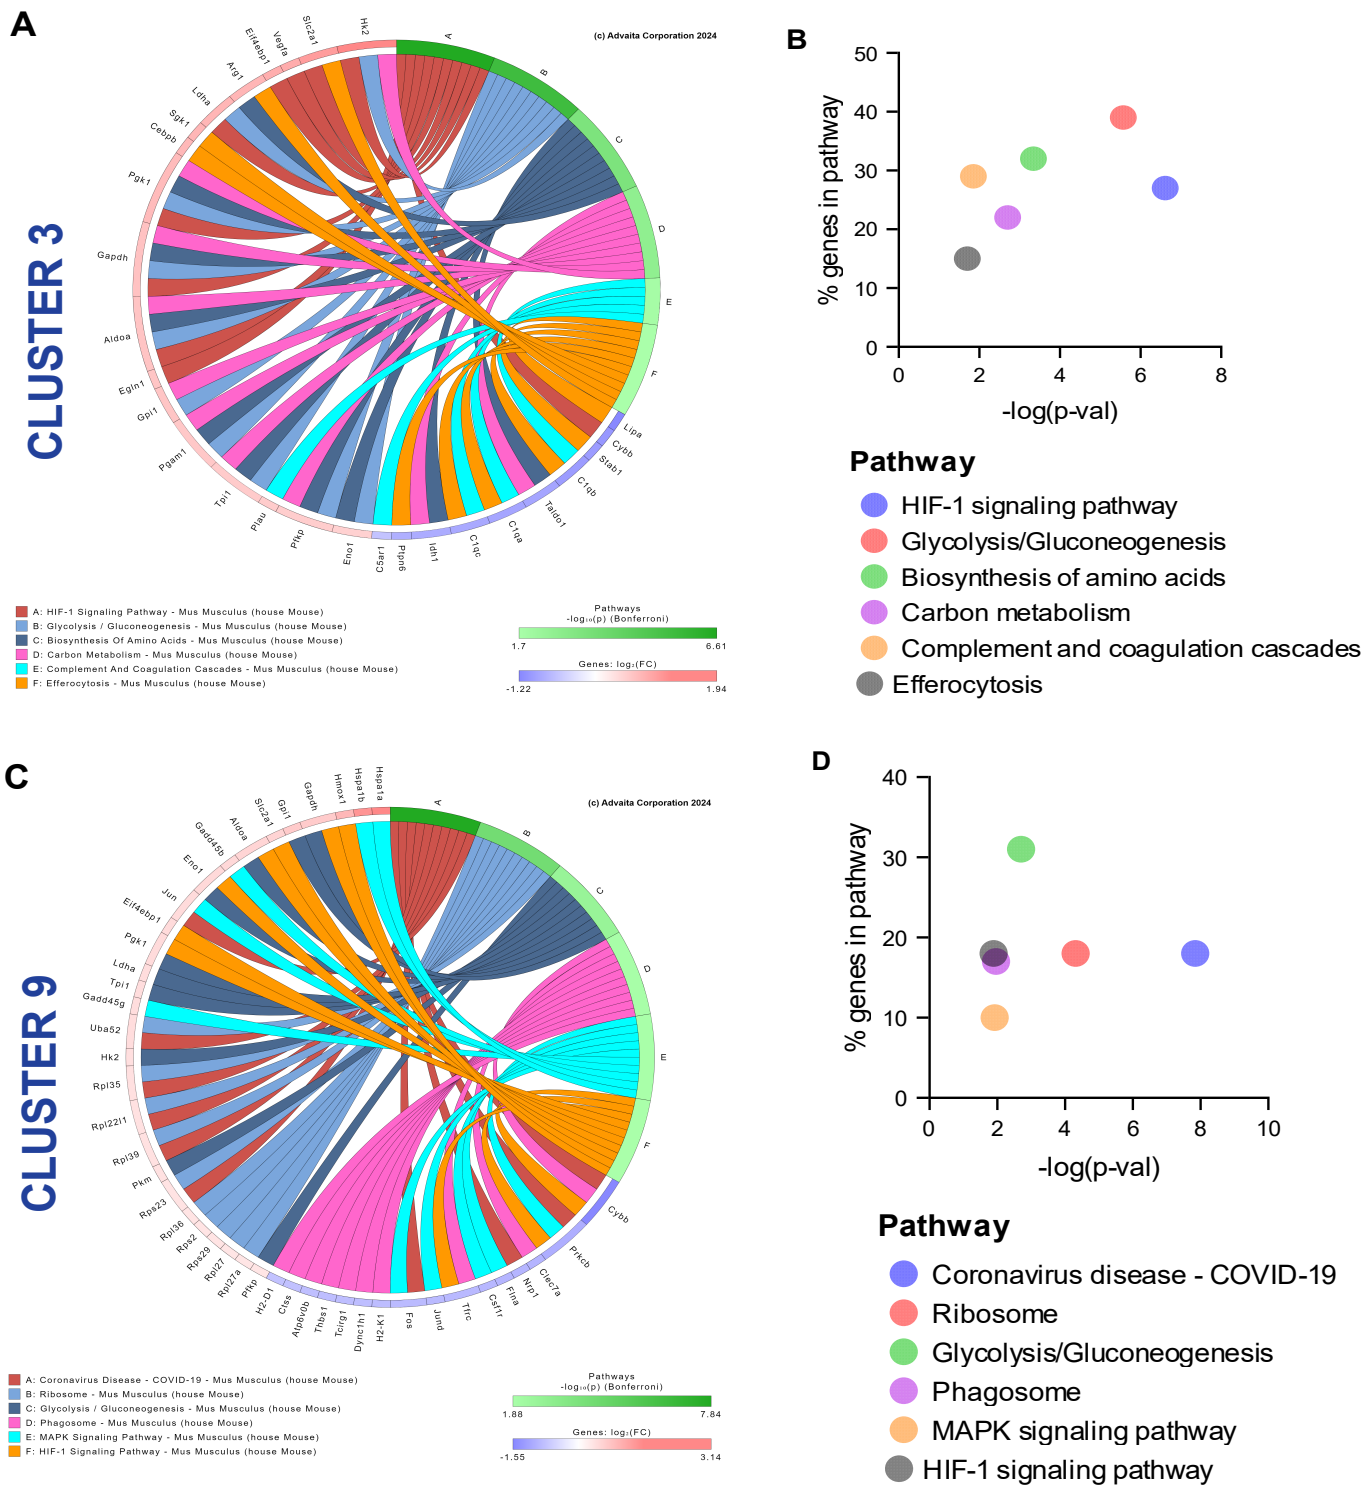

Supplementary Figure 1 | Pathway analysis for unique efferocytic cluster 3 & 9. (A, C) Summary plot from Advaita iPathwayGuide for **(A)** c3 and **(C)** c9. **(B, D)** Dot plot of top six pathways for **(B)** c3 and **(D)** c9. Statistical significance evaluated using Bonferroni correction. $\log(p) > 1.3$ (equivalent to $p < 0.05$) was considered significant.

SUPPLEMENTARY FIGURE 2

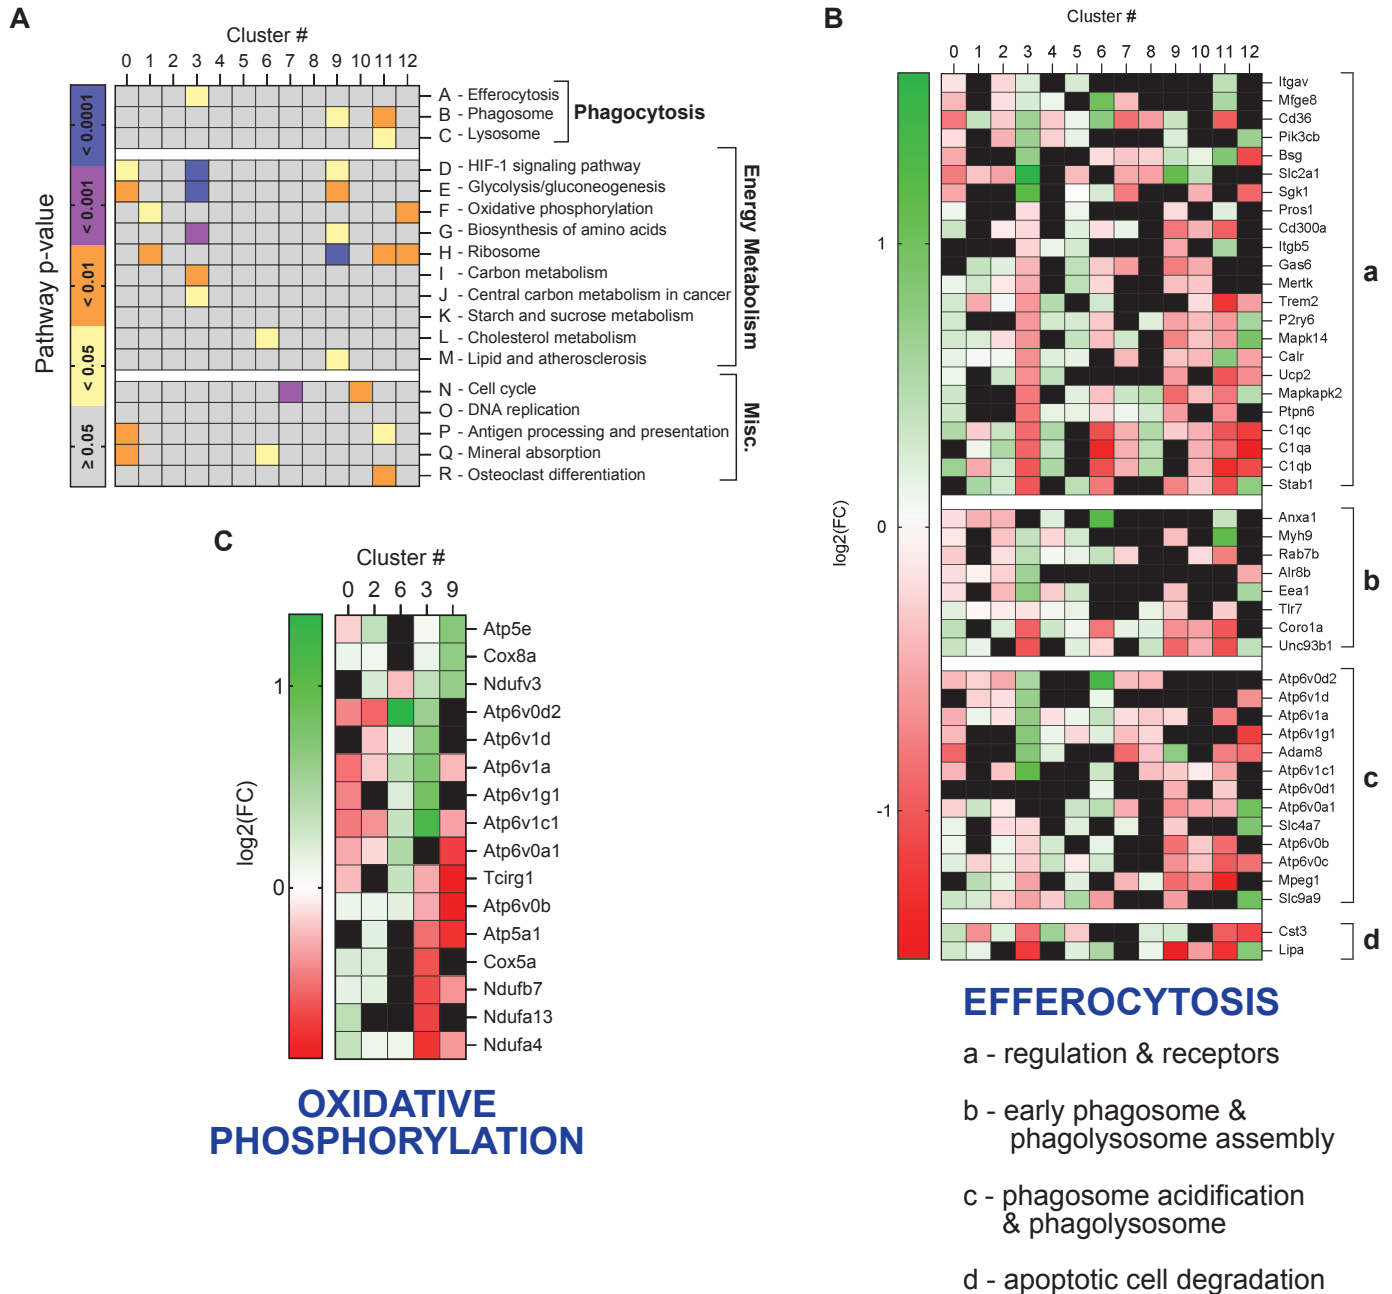

Supplementary Figure 2 | Characterization of efferocytosis and energy metabolism in single-cell RNA-seq MΦ clusters. Single-cell RNA-sequencing and k-means clustering analysis were performed on pooled control and efferocytic MΦ samples from *in vitro* efferocytosis experiment described in Fig 1. **(A)** Heatmap of selected pathways related to (A-C) phagocytosis, (D-M) energy metabolism, and (N-R) miscellaneous macrophage functions for all clusters in the UMAP from Fig 1B. Pathways not expressed or with adjusted $p > 0.05$ are shown in black. **(B)** Heatmap of curated genes involved in efferocytosis for all clusters in the UMAP from Fig 1B. **(C)** Heatmaps of curated genes involved in oxidative phosphorylation for clusters along trajectory of interest. Genes not expressed or with adjusted $p > 0.05$ (Wilcoxon Rank Sum Test) are shown in black.

SUPPLEMENTARY FIGURE 3

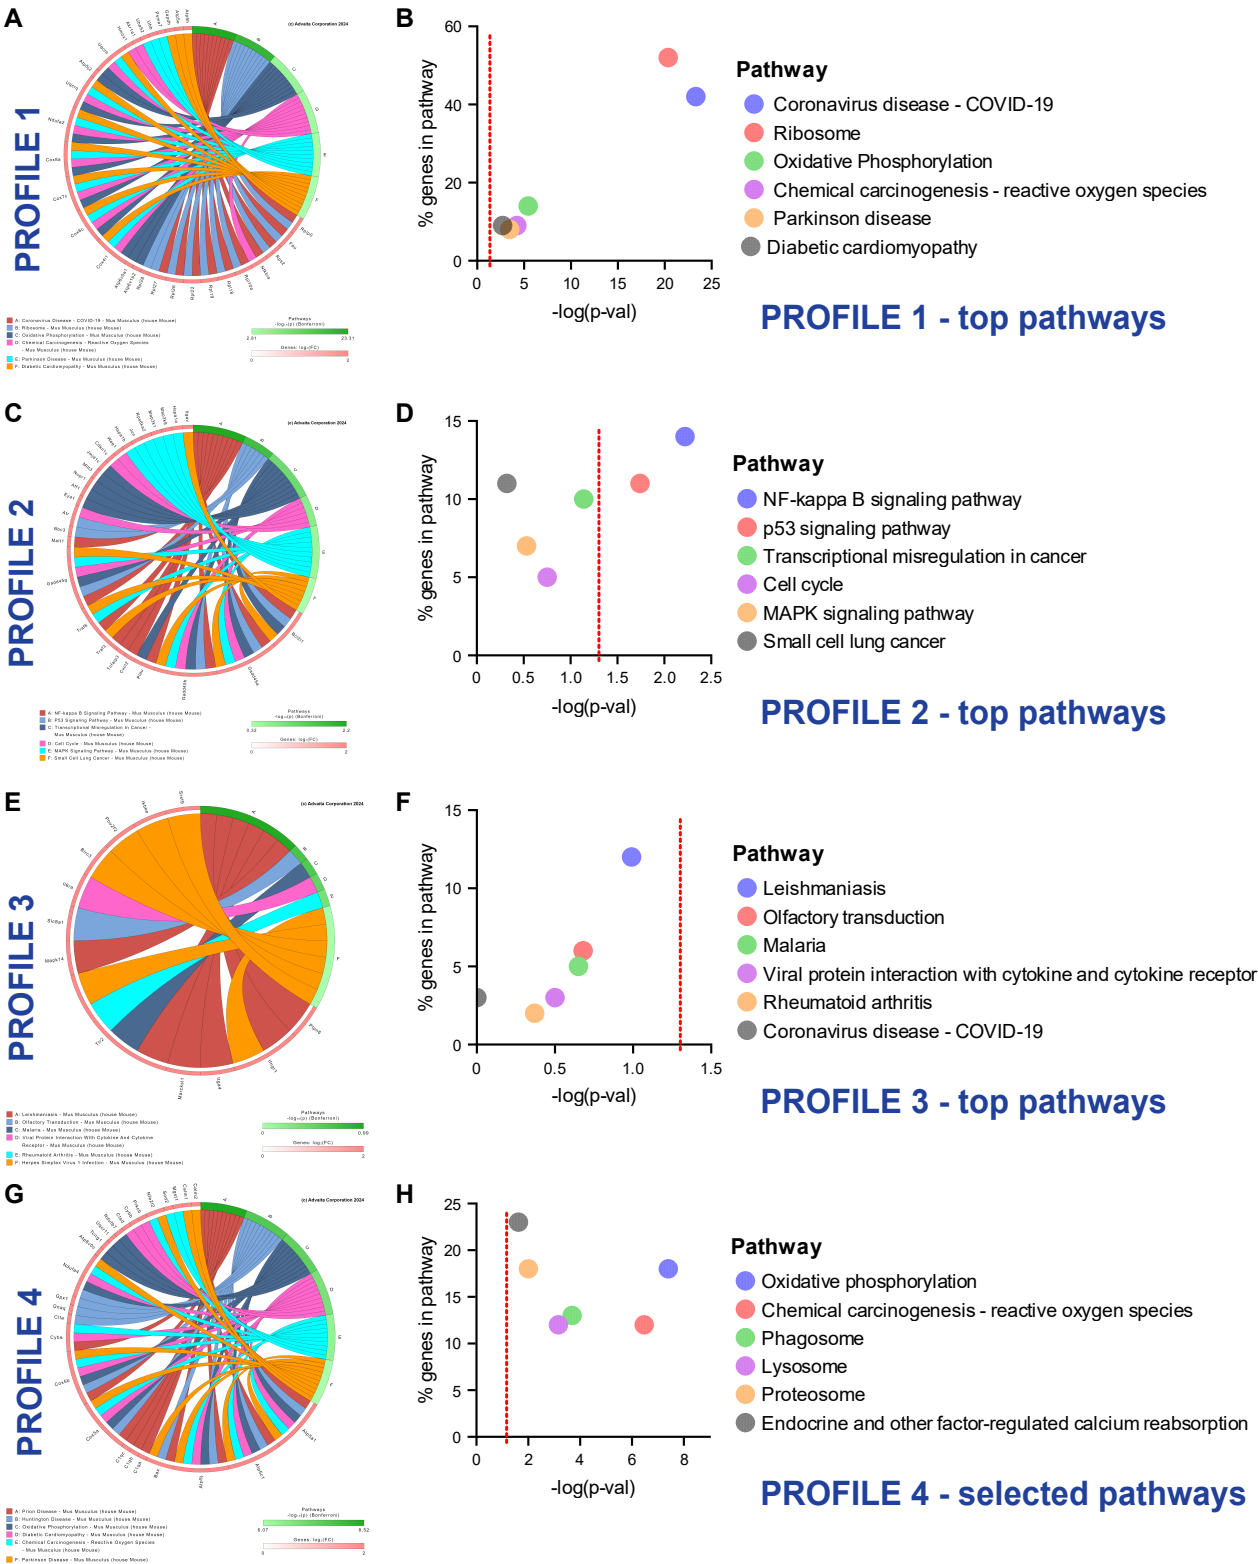

Supplementary Figure 3 | Pathway analysis for gene profiles 1-4. Cells closest to the trajectory of interest identified were used to identify top 1000 genes with a significant relationship to pseudotime. These genes were clustered into five groups based on their expression profile along the trajectory as shown in Fig 3B. Summary plots from Advaita iPathwayGuide for gene profile and dot plot of top six pathways for profile 1 (A,B), profile 2 (C,D), profile 3 (E,F) and profile 4 (G, H). Statistical significance evaluated using Bonferroni correction. Dotted red line indicates threshold for significant: $-\log(p) > 1.3$ (equivalent to $p < 0.05$).

SUPPLEMENTARY FIGURE 4

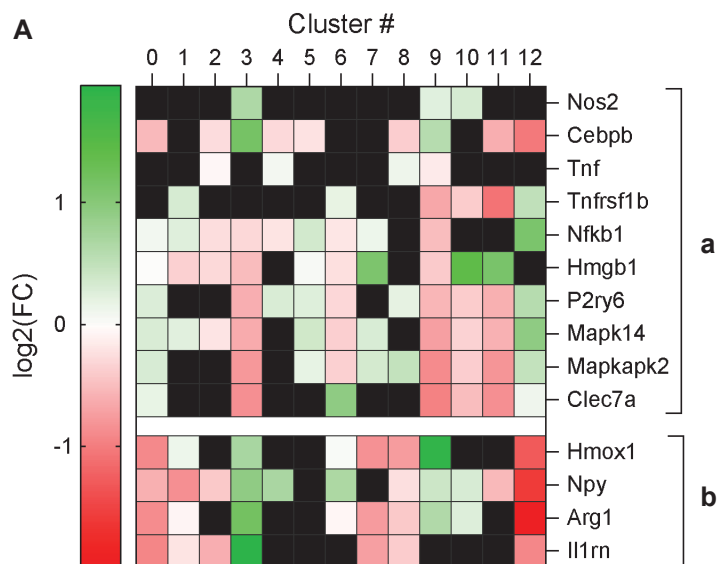

INFLAMMATION

a - pro-inflammatory
b - anti-inflammatory

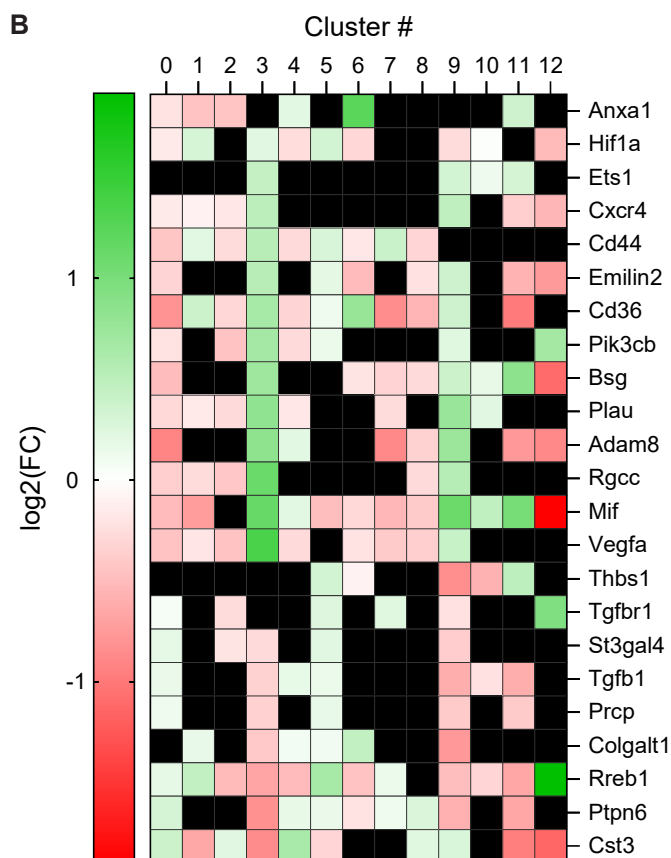

WOUND HEALING

Supplementary Figure 4 | Further characterization of inflammation and wound healing in single-cell RNA-seq MΦ clusters. Heatmaps of curated genes involved in **(A)** pro- or anti-inflammatory activity, and **(B)** wound healing (angiogenesis, ECM remodeling, and inflammation) shown for all clusters. Genes not expressed or with adjusted $p > 0.05$ (Wilcoxon Rank Sum Test) in heatmaps are shown in black.

SUPPLEMENTARY FIGURE 5

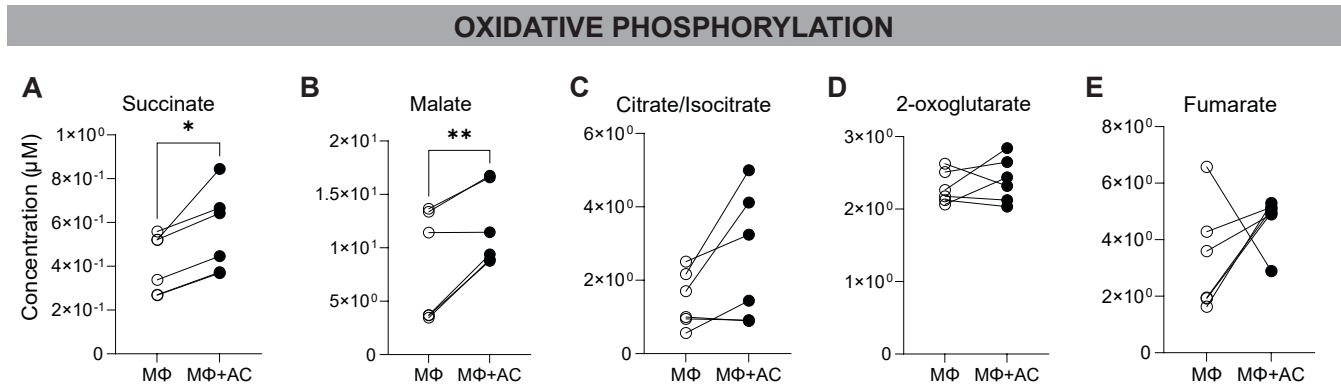

Supplementary Figure 5 | Additional metabolite expression in efferocytic macrophages. MΦ co-cultured for 18 h with apoptotic primary calvarial osteoblasts (MΦ+AC) evaluated for intracellular metabolite expression related to (A-E) oxidative phosphorylation. Data from two independent *in vitro* efferocytosis experiments. Statistical significance evaluated using paired student t-tests: * $p < 0.05$, ** $p < 0.01$.

SUPPLEMENTARY FIGURE 6

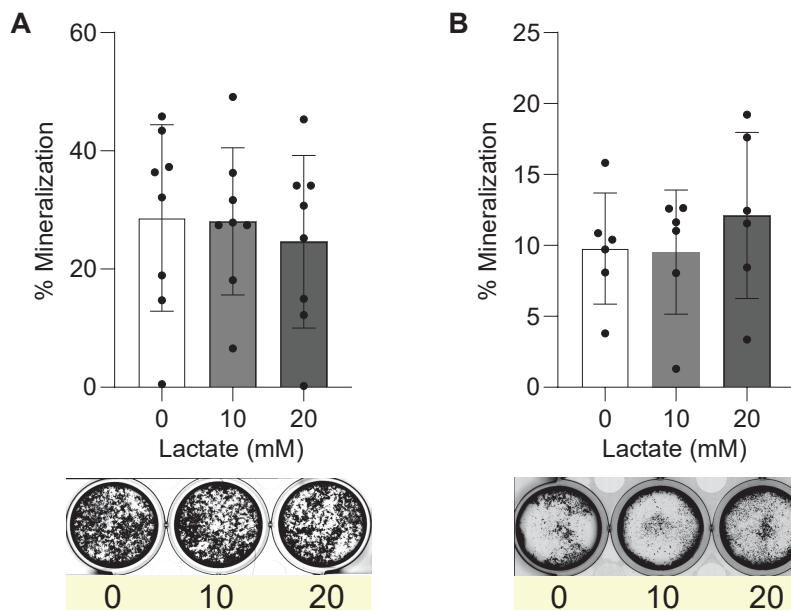

Supplementary Figure 6 | Effect of lactate on osteoblasts. (A-B) Representative images and quantification of von Kossa staining in (A) 2-week primary BMSC ($n = 8$ mice/group) and (B) 3-week primary calvarial OB ($n = 6$ mice/group) mineralization with lactate. Data for A-B is from two independent experiments. No significant differences (ANOVA) were detected between the groups.

How the deposited data were processed for this re-analysis (not part of the article)

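The data are single-cell RNA counts of 2 libraries, 1 of control bone marrow macrophages sorted for F4/80 and 1 of macrophages sorted for F4/80 and Cell-Trace after 18 hours of co-culture with apoptotic osteoblasts. The co-culture received the dimerizer AP and the control received vehicle. According to the paper, AP starts the death of OSX-positive cells, which are about 20% of the calvarial cells. Each deposited matrix holds whole-number UMI counts per gene and cell for 55401 genes. According to the authors, the counts come from 10x V3 libraries aligned with STARsolo 2.7.10 to mm10, with background RNA subtracted by cellbender before deposition. The version of the gene annotation is not given in the sources used here. Gene coordinates were taken from GENCODE vM21 on GRCm38, where 55141 of the gene identifiers were found. Raw reads, other experiments of the paper and the authors' cluster assignments were not analysed here.

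The matrices hold 78962080 UMIs in the control library and 87692003 in the efferocytic library. Cells with under 6% mitochondrial UMIs and over 600 UMIs were kept, as the methods of the paper state. Doublets were removed with a Python version of the DoubletFinder scheme, with artificial doublets at a share of 0.25, a neighborhood of 0.17 and 30 components. The number removed per library, 761 and 851, was set so that the cell numbers equal those the paper states. The doublet caller Scrublet marked 0 cells in either library, so it did not work on these data and was not used. The kept cells hold 65937261 and 71797603 UMIs.

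A level is the CPM of summed UMIs of a group of cells, with an exact Poisson interval. A ratio of CPM has an exact conditional binomial interval, and a share of cells has a Clopper-Pearson interval. All intervals are at 95% and cover counting error only. A group with fewer than 3 UMIs of a gene was set to 3 UMIs for the ratio. A gene was called higher or lower at 1.5-fold or more if at least 10% of the cells of either group had a UMI of it. With 1 library per condition no test between conditions was made, and cells were not taken as replicates.

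Cells were integrated by canonical correlation analysis and clustered in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3) with 2000 variable genes, 30 components and a resolution of 0.6. Genes of the fixed lists other than the cell cycle and genes that the paper names were left out of the variable genes. A cluster was efferocytosis-enriched if its share of efferocytic cells was at least 0.9 of the sum of its shares of both libraries. The control-leading cluster is the one with the most control cells. The enriched cluster was compared with the other efferocytic cells and with the control-leading cluster. Clusters were named from marker genes by a rule set after the data were seen, and clusters of few UMIs stayed unnamed. For shares of cells with a UMI, each cell was also thinned to 2500 UMIs, which left out 878 control and 548 efferocytic cells.

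Cells were ordered by diffusion pseudotime in scanpy 1.11.5 from the control-leading cluster, and the path to the enriched cluster was taken from the graph of cluster connectivity. The path was divided into 20 bins of equal cell number. Genes were ranked by Moran's I, and the first 1000 were grouped in 5 profiles by k-means in scikit-learn 1.9.0. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.

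Before the data were examined, 27 gene lists with 572 members, the comparisons and most alternatives were fixed. The paper's text and figures, which show results of these same libraries, had been read by then. Genes that it shows as rising, such as Vegfa, Plau, Arg1 and Il1rn, are among the list members. The list medians are therefore not independent of the paper's results. The lists are glycolytic enzymes, glucose and lactate transport with pyruvate dehydrogenase kinases, HIF-1 targets outside glycolysis, oxidative phosphorylation, TCA cycle with pyruvate dehydrogenase, fatty acid oxidation, cholesterol synthesis, cholesterol efflux, lipid uptake and storage, ATF4 targets, NRF2 targets, heat shock, unfolded protein response, immediate early genes, efferocytosis receptors and bridges, V-ATPase, lysosome, phagosome maturation, pro-inflammatory, anti-inflammatory, interferon response, wound healing, cell cycle, antigen presentation, osteoclast differentiation, osteoblast transcripts and sex-linked genes. The median log2 ratio of a list was placed among the medians of 10000 random lists of like size and expression. Named genes are the 27 that the paper names, the list members with the largest log2 ratios, and the 10 highest and 10 lowest genes of a comparison with at least 50 CPM in the higher group. Itgav, and genes named as leading a cluster, were named outside this rule. A list member that this rule would name is not reported here.

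The comparison was tested on simulated data, where 100 of 100 genes planted at 2-fold and 100 of 100 planted at 1.75-fold were called, and 0 of 6601 unchanged genes. A lysosome list raised 2-fold had a median of 1.94-fold, and 0 of 26 other lists passed 1.5-fold. In a simulation of 2 cell types, 85 of 100 planted doublets among 1000 cells were found. It used a smaller neighborhood and fewer components than the run on the data. It therefore does not test the settings that removed cells here.

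Alternatives were all barcodes of the matrices, no removal of doublets, TMM-type scaling (a factor of 0.897), the mean over cells of counts per 10000, no detection minimum, detection in at least 25% of cells, the 20 most abundant genes left out of the totals, cycling and stromal clusters left out, clusters that were not enriched only, and thinned cells. For the clusters they were all variable genes, no genes that differ between the libraries, no integration, 20 components, a resolution of 0.8 and an enrichment threshold of 0.8, and for profiles 40 bins. The path within each library alone and the comparison without clusters of few UMIs were added after the values were seen.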

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

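The comparison of stromal cells between the libraries was chosen only after the results were seen.

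The paper does not discuss the targets of ATF4 as a group, and their list was higher in the efferocytic library, with a median log2 ratio of 0.98 (middle 95% of random lists -0.45 to 0.21). Of 14 detected members, 13 were at least 1.5-fold higher and none was lower. Trib3, a pseudokinase that ATF4 induces, rose from 2.38 to 33.8 CPM (14.2-fold, 12.1 to 16.8), and Asns, the asparagine synthetase, rose from 6.42 to 22.2 CPM (3.46-fold, 3.10 to 3.86). The median was at least 1.5-fold higher in 7 of 9 clusters with at least 100 cells of each library.

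Immediate early genes, which cell handling can induce, are not discussed either, and their list had a median log2 ratio of 1.28 between the libraries (random lists -0.33 to 0.24). Of 17 detected members, 11 were higher and none was lower, among them Fos (3.97-fold) and Egr1 (3.18-fold). The median was at least 1.5-fold higher in 9 of 9 clusters. The libraries differ in co-culture, in the dimerizer AP against vehicle and in the Cell-Trace gate along with engulfment, and no value here separates these.

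The paper does not report RNA of osteoblast matrix genes inside macrophages. In the macrophage clusters of the efferocytic library, Col1a1, Col1a2, Col3a1, Sparc and Bgn together had 0.0636 UMIs per cell, or 359 UMIs in 5647 cells, and 2.96% of cells had at least 1 (2.53 to 3.43%). The control library had 0 in 5771 cells, an upper limit of 0.000639 per cell, which is what drew attention to it. Its stromal cells held 15211 of these UMIs. Background RNA had been subtracted from the counts, so the 0 does not show that such RNA was absent from the other droplets. Of the 359 UMIs, 252 were of Sparc and 102 of Bgn, and 3, 1 and 1 of the collagen genes.

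Stromal cells, whose presence in these libraries the paper does not mention, made up 1.44% of the efferocytic library and 0.945% of the control library. Between them, Mgp, an inhibitor of calcification, was 2449 CPM in efferocytic and 226 CPM in control stromal cells (10.8-fold, 9.72 to 12.1), and Acta2, smooth muscle actin, was 387 and 1409.5 CPM.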

How the results depend on the processing

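The path within each library and the comparison without clusters of few UMIs were chosen only after the results were seen. No paired analysis was possible because each condition has 1 library. All counts below are by the 1.5-fold criterion, and the cause of each change was not tested.

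Between the libraries, TMM-type scaling gave 10 oxidative phosphorylation genes higher and 1 lower. With no detection minimum, 3854 genes were higher and 5160 lower, 10 pro-inflammatory genes were higher, and of wound healing genes 17 were higher and 2 lower. With detection in at least 25% of cells, 564 genes were higher and 714 lower, 58 list members were lower, 3 pro-inflammatory genes were higher, 1 anti-inflammatory gene was lower, and the interferon median turned to 0.047. With thinned cells, 535 genes were higher and 644 lower, 54 list members were lower, 3 pro-inflammatory genes were higher and 1 anti-inflammatory gene was lower. With the 20 most abundant genes left out of the totals, and with cycling and stromal clusters left out, 2 wound healing genes were lower. In clusters that were not enriched, 2 oxidative phosphorylation genes were lower. No single named gene that was at least 1.5-fold apart turned direction between the libraries under any of these settings. Turns of genes short of 1.5-fold were not counted. Over all named genes and settings, 481 values lay outside their counting interval and 1019 inside it.

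The share of efferocytic cells in enriched clusters was 18.1% with all variable genes, 11.1% with 20 components, 8.37% at a resolution of 0.8, 12.4% with no doublets removed, 91.0% without integration and 0% without the genes that differ between the libraries, where no comparison of the cluster could be made. With all variable genes, 4 pro-inflammatory genes were lower. At a resolution of 0.8, and with the mean over cells of counts per 10000, 16 oxidative phosphorylation genes were lower, and 2 glycolytic enzymes were lower with that mean. With no doublets removed, 501 genes, 7 pro-inflammatory and 5 anti-inflammatory genes were higher, 11 oxidative phosphorylation genes were lower, and the medians turned to -0.10 for immediate early and -0.058 for wound healing genes. Scrublet marked 0 cells, so a run with it is the same as no doublets removed. With detection in at least 25% of cells, 837 genes and 0 glycolytic enzymes were lower, 5 pro-inflammatory genes were higher, and the cell cycle median turned to 0.29.

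Without integration, 6340 efferocytic cells in 4 enriched clusters were compared with 624 others. There 314 genes and 46 list members were higher and 67 list members were lower. Of glycolytic enzymes 2 were higher, of HIF-1 targets 1 was higher and 4 lower, of oxidative phosphorylation genes 2 were lower, of pro-inflammatory genes 2 were higher and 0 lower, and of anti-inflammatory genes 0 were lower. Medians that turned were 0.51 for cholesterol efflux, -0.027 for ATF4 targets, 0.47 for efferocytosis receptors, 0.26 for interferon response and -8.55 for osteoblast transcripts. The last of these shows far higher osteoblast transcripts in the 624 others, so this setting does not compare macrophages with macrophages only. Genes that were higher in the enriched cluster turned to log2 ratios of Ptgs2 -0.60, Hk1 -0.37, Ddit3 -0.36, Nos2 -0.072, Ccl3 -0.29, Pgf -0.29, Pdhb -0.027, Atf4 -0.027, Runx2 -0.35, Hspa1a -0.15, Traf6 -0.051, Itgav -0.076, Cxcl2 -0.042, Bhlhe40 -0.75, Adm -0.87. Genes that were lower turned to Cd63 0.19, Dusp6 0.63, Ccl2 0.29, Stab1 0.41, H2-DMa 0.33, Egr1 0.21, Cpt1a 0.21, Ifit1 0.84, Thbs1 0.60, Mertk 0.70, Mrc1 0.54, Nr1h3 0.72, C1qa 0.56, Isg15 0.035, Gusb 0.38, Apoe 0.62, Klf2 0.77, Ier2 0.71.

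Along the path, log2 ratios turned to -0.65 for Klf4, -0.41 for Vegfa and -0.13 for Slc16a1 among control cells alone, to 0.62 for Il10 among efferocytic cells alone, and to 0.26 for Il1b with 20 components. The counting intervals of these ratios include no change for all of them but Klf4. Calls along the path also depended on the clustering. With all variable genes and with 20 components, Arg1 (1.80-fold and 2.68-fold), Pdk1 (1.50-fold and 1.81-fold) and Slc16a3 (1.53-fold and 1.86-fold) passed 1.5-fold and Nfkb1 (0.826-fold and 0.790-fold) did not, and Mif did not with all variable genes (1.43-fold). Of the path ratios over cells of both libraries printed in the text, those that kept their call and moved by over 1.5 times were of Nos2 (15.7-fold and 26.7-fold), Mrc1 (0.552-fold and 0.653-fold) and Mmp12 (20.7-fold with all variable genes), and with 20 components of Il1rn (13.5-fold), Plau (13.9-fold), Hk2 (8.79-fold), Slc2a1 (7.94-fold) and Vegfa (5.88-fold). Among control cells alone, the ratio moved as far for Npy (2.41-fold with 20 components) and Plau (25.2-fold with all variable genes, from 5 and 40 UMIs). Within 1 library, calls were lost among efferocytic cells for Npy (1.37-fold and 1.08-fold) and with 20 components for Hk1 (1.47-fold), and among control cells for Nfkb1 (0.850-fold and 0.883-fold), Cxcr4 (1.47-fold and 1.16-fold) and, with 20 components, Jun (1.49-fold) and Klf4 (0.782-fold). Tnf passed 1.5-fold among efferocytic cells with 20 components (1.56-fold).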

Differences from the paper's values

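The cluster with the most control cells held 19.4% of the efferocytic cells, and the paper shows about 12% in Fig. 1E, read by eye. Of the alternatives fixed before the data were examined, the value was within the margin of 1.5 times without genes that differ between the libraries (10.9%), with 20 components (10.7%), at a resolution of 0.8 (16.4%) and with no doublets removed (17.8%). It was not with all variable genes (26.6%), without integration (0.0862%) and at an enrichment threshold of 0.8 (19.4%).

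Efferocytosis-enriched clusters held 9.52% of the efferocytic cells, and the paper shows about 28% in Fig. 1E, read by eye. No alternative came within 1.5 times of the paper's share, with 18.1% for all variable genes, 0% without genes that differ between the libraries, 91.0% without integration, 11.1% for 20 components, 8.37% at a resolution of 0.8, 12.4% with no doublets removed and 9.52% at a threshold of 0.8.

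The paper describes a pair of clusters found almost only in efferocytic macrophages, and here there was 1, with 2 for all variable genes and with no doublets removed, 4 without integration and none without genes that differ between the libraries. Its text gives 1 cluster fewer than Fig. 1B numbers, and here there were 12, and 13 with all variable genes.

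The paper counts these clusters among those with the most marker genes, and here cluster 7 was 5th of 12 by genes past 1.5-fold, with 3305, behind 3 clusters of few UMIs and the stromal cells. The paper also takes 1.5-fold and detection in 10% of cells, there of the cluster and here of either group, and adds an adjusted p-value from a test with cells as replicates, which was not run here.

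The paper reports a rise of many efferocytosis receptors and phagolysosome genes in an efferocytic cluster against all other cells. In that comparison, 12 of 21 receptors and bridges were lower and 2 higher here in cluster 7, 8 of 26 lysosome genes were lower and none higher, while 6 of 17 V-ATPase subunits were higher and 3 lower. Of all 7383 genes detected there, 1097 were higher and 2208 were lower. The clustering on all variable genes had 11 of 22 receptors and bridges lower and 4 higher in cluster 4, and 9 of 21 lower and 1 higher in cluster 9. Receptors and bridges were more often higher between the libraries, with 9 higher and 3 lower, which is not the comparison that the paper makes. Without integration, 6 were higher and 1 lower against the other efferocytic cells, with a median of 0.47. Those other cells had far higher osteoblast transcripts (list median -8.55), so that is not a like comparison either.

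The paper sees no clear direction of oxidative phosphorylation genes in its pair of clusters, and here 28 of 75 were lower and none was higher in cluster 7 against all other cells. Cluster 4 on all variable genes had 31 lower and none higher, while cluster 9 had 10 lower and 4 higher. Against the other efferocytic cells, 26 were lower in cluster 7, and 2 without integration.

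The paper finds no expression of Nos2 and Tnf along its path. Here Nos2 was at 5.19 and 45.1 CPM (8.70-fold, 7.00 to 10.9) in the first 5 and the last 5 bins. Tnf was at 21.3 and 15.2 CPM (0.714-fold, 0.607 to 0.839) in the same bins. The measures differ, since the paper's methods pool path cells by closest node and take medians, while CPM sums the UMIs of all cells. A median over cells need not register a gene that is detected in a minority of them, as Nos2 and Tnf were. This is therefore not a like comparison. Taken among efferocytic cells alone, Tnf was at 1.23-fold, and at 1.56-fold with 20 components, and among control cells alone at 0.720-fold. Its shares of cells do not show whether most efferocytic cells express it above background. For Tnfrsf1b, which the paper has falling along the path, the ratio was 1.03-fold, 1.15-fold with all variable genes and 0.999-fold with 20 components, and 1.51-fold among efferocytic cells alone. Nfkb1, which the paper also has falling, was at 0.640-fold, and short of 1.5-fold in these 2 settings (0.826-fold and 0.790-fold).

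The path of the paper passes 3 clusters between its ends, and here it passed 1. The paper has Arg1 rising along the path, and here the ratio was 1.14-fold, while it rose with all variable genes (1.80-fold) and with 20 components (2.68-fold). Among efferocytic cells alone these ratios were 0.831-fold, 1.20-fold and 1.24-fold. Il1rn and Npy rose on all 3 paths, Npy among efferocytic cells alone only on the main path, and Arg1 was 7206-fold between the libraries. Pdk1 and Slc16a3, which the paper also has rising, were at 1.22-fold and 1.21-fold, while Slc2a1, Hk1 and Ldha rose. In efferocytic cells alone Pdk1 and Slc16a3 were at 0.973-fold and 0.903-fold, and Ldha was short of 1.5-fold as well, at 1.38-fold. On the whole path, Pdk1 and Slc16a3 passed 1.5-fold with all variable genes (1.50-fold and 1.53-fold) and with 20 components (1.81-fold and 1.86-fold).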

Other observations

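The tests of handling and sorting and of the collagen share were chosen only after the results were seen.

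Of glycolytic enzymes 5 of 20, and of HIF-1 targets 13 of 23, were higher in the efferocytosis-enriched cluster than in the other efferocytic cells, and without integration 2 and 1 were higher and 4 HIF-1 targets lower. RNA of engulfed osteoblasts with the average make-up of the stromal cells is unlikely. Osteoblast matrix genes allow 0.0189% of the UMIs of the cluster to be of such origin, a share that rests on 1 UMI of Col3a1. The least that any of 18 raised members needs is 50.1%, with 16 of them at a lower level in stromal cells. The engulfed cells themselves were not measured, and background RNA had been subtracted, so RNA of another make-up is not excluded. A response to handling and sorting stays open, since immediate early genes had a median of 0.35 in the cluster, with 8 of 18 higher and 5 lower, and -0.10 with no doublets removed. The stress genes Hspa1a and Hspa1b were 6.68-fold and 6.54-fold higher there, while the heat shock list had a median of 0.086 (random lists -0.44 to 0.35). Low oxygen inside dense clumps of cells, or a state of macrophages that engulfed more, may also raise these genes, and neither was tested.

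Sparc and Bgn RNA in macrophage clusters of the efferocytic library could be free RNA, RNA of doublets or RNA of engulfed osteoblasts. Free RNA that had not been subtracted would be alike in each macrophage cluster with at least 300 efferocytic cells. The level was 6.35-fold higher in cluster 2 (0.134 per cell, 0.105 to 0.169) than in the enriched cluster 7 (0.0211, 0.0115 to 0.0354), with median depths of 16507 and 10047 UMIs. Background RNA had been subtracted before deposition, and what is left of it need not be alike, so this comparison cannot decide. The 1% of cells with the most of these UMIs, 56 cells, held 69.1% of them, which doublets would give. Collagen genes took 1.21% of their UMIs (upper limit 3.49%) and 42.5% of those in stromal cells, which argues against doublets with stromal cells of that average make-up. Sparc was found in 96% of efferocytic stromal cells and Col1a1 in 47%, so doublets with stromal cells poor in collagen stay open. Whole RNA of engulfed osteoblasts with the average make-up of the stromal cells would carry collagen in the same way, and RNA of osteoblasts poor in collagen would not. Expression of Sparc and Bgn by a few macrophages is a candidate explanation that was not tested further.

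Stromal cells in the control library could be doublets, since the F4/80 gate should remove them. Their levels of 8 macrophage markers were 28.5% of those in other control cells (median), and their median depth was 23158 UMIs against 7810.5, both of which doublets of a macrophage and a stromal cell would give. In 25 of the 69 cells these markers were under 10% of the median of other control cells, so doublets may explain part of them. Reading of efferocytic cells under the control index is excluded, since most of their barcodes would then occur in the efferocytic library, and 0% did (upper limit 5.21%), with 0.207% of those of other control cells.

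Other lists differed between the libraries. Of 14 NRF2 targets, 11 were lower in efferocytic macrophages and 2 were higher, with a median log2 ratio of -1.25 (random lists -0.36 to 0.27). The quinone reductase Nqo1 fell from 25.3 to 4.25 CPM (0.168-fold), and Hmox1 went the other way. Of 15 cholesterol synthesis genes, 14 were lower and 1 was higher, with a median of -0.89 (-0.47 to 0.20). Both lists were lower by at least 1.5-fold in the clusters tested, 9 of 9 for NRF2 targets and 7 of 7 for cholesterol synthesis.

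Of 16 interferon response genes, 6 were lower and none was higher between the libraries, with a median of -0.40 that was 0.047 with detection in at least 25% of cells, and 7 of 13 were lower in the enriched cluster, among them Ifit1 (0.135-fold). Inside cluster 6 the interferon list went the other way, with 7 of 9 genes higher in efferocytic cells, none lower and a median of 0.83, while in the other 7 clusters compared the median did not pass 1.5-fold. Of 10 heat shock genes, 3 were higher, among them Hspa1a, which rose from 2.99 to 99.5 CPM (33.3-fold) and whose reads may be shared with its near-identical paralog Hspa1b, and 3 of 11 were higher in the enriched cluster. Of 14 unfolded protein response genes, 2 were lower between the libraries and 8 were lower and 1 was higher in the enriched cluster, with Manf at 0.452-fold. Of 17 TCA cycle genes, 2 were lower between the libraries, and none of 14 fatty acid oxidation genes passed the criterion, with medians of -0.18 and -0.12. The fatty acid median was 0.041 with TMM-type scaling. Inside clusters, the median was at least 1.5-fold higher in efferocytic cells in 2 of 8 for fatty acid oxidation, 1 of 8 for the TCA cycle, 2 of 8 for heat shock and 1 of 9 for the unfolded protein response. Of 7 cholesterol efflux genes, 2 were higher and 2 were lower, and of 11 lipid uptake and storage genes 2 were higher and 2 were lower, with Plin2, a lipid droplet coat, rising from 381 to 1078 CPM (2.83-fold) and Lpl falling from 1073 to 119 CPM (0.111-fold). Of the osteoblast transcripts 1 gene was detected, Runx2, which did not pass the criterion between the libraries and was 2.37-fold higher in the enriched cluster. Of 3 detected sex-linked genes, none passed the criterion.

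Beyond the lists, the genes with the highest ratio between the libraries included F13a1, a coagulation factor subunit, which rose from 1.38 to 50.7 CPM (36.7-fold), and Ctla2a, a protease inhibitor, whose reads may be shared with Ctla2b. Among the lowest were Tmem176a and Tmem176b, a pair of membrane channels of myeloid cells, which fell from 143 to 3.15 CPM (0.0220-fold) and from 204 to 5.33 CPM (0.0261-fold), and the glucan receptor Clec7a, which fell from 230.2 to 13.4 CPM (0.0584-fold). Of other genes that the paper names, Il1b was at 2.55 and 2.94 CPM in control and efferocytic macrophages, Il10 at 2.62 and 1.03 CPM, Slc16a1 at 1.97 and 6.17 CPM, Slc7a11 at 16.2 and 32.1 CPM, Pfkfb2 at 1.90 and 2.44 CPM and Mrc1 at 83.7 and 243 CPM.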
